# Regulation of nuclear transcription by mitochondrial RNA in endothelial cells

**DOI:** 10.7554/eLife.86204

**Published:** 2024-01-22

**Authors:** Kiran Sriram, Zhijie Qi, Dongqiang Yuan, Naseeb Kaur Malhi, Xuejing Liu, Riccardo Calandrelli, Yingjun Luo, Alonso Tapia, Shengyan Jin, Ji Shi, Martha Salas, Runrui Dang, Brian Armstrong, Saul J Priceman, Ping H Wang, Jiayu Liao, Rama Natarajan, Sheng Zhong, Zhen Bouman Chen

**Keywords:** mitochondrial RNA, endothelial cells, diabetes, inflammation, chromatin, nucleus, innate immunity, lncRNA, transcription, Human

## Abstract

Chromatin-associated RNAs (caRNAs) form a relatively poorly recognized layer of the epigenome. The caRNAs reported to date are transcribed from the nuclear genome. Here, leveraging a recently developed assay for detection of caRNAs and their genomic association, we report that mitochondrial RNAs (mtRNAs) are attached to the nuclear genome and constitute a subset of caRNA, thus termed mt-caRNA. In four human cell types analyzed, mt-caRNAs preferentially attach to promoter regions. In human endothelial cells (ECs), the level of mt-caRNA–promoter attachment changes in response to environmental stress that mimics diabetes. Suppression of a non-coding mt-caRNA in ECs attenuates stress-induced nascent RNA transcription from the nuclear genome, including that of critical genes regulating cell adhesion, and abolishes stress-induced monocyte adhesion, a hallmark of dysfunctional ECs. Finally, we report increased nuclear localization of multiple mtRNAs in the ECs of human diabetic donors, suggesting many mtRNA translocate to the nucleus in a cell stress and disease-dependent manner. These data nominate mt-caRNAs as messenger molecules responsible for mitochondrial–nuclear communication and connect the immediate product of mitochondrial transcription with the transcriptional regulation of the nuclear genome.

## Introduction

Mitochondria are key cellular organelles that control energy production, stress response, and cell fate. Mitochondrial fitness is paramount to cellular homeostasis and organismal health, and its dysfunction is a common denominator of numerous diseases ranging from metabolic, cardiovascular, to neurological disorders (Wallace, 2005). As derivatives of endosymbiotic bacterial ancestors, mitochondria in eukaryotes possess their own circular and double-stranded genome (mtDNA) of 16.5 kb in size. mtDNA is bidirectionally transcribed to produce 13 mRNAs, 2 rRNAs, and 22 tRNAs involved in oxidative phosphorylation (OXPHOS). The mitochondrial genome also produces non-coding RNAs (ncRNAs) including small RNAs and long ncRNAs (lncRNAs), whose functions are yet to be fully characterized (Mercer et al., 2011; Rackham et al., 2011; Ro et al., 2013).

As a critical hub for cellular processes and signaling pathways, mitochondria coordinate with the nucleus to regulate gene expression and cell function (Quirós et al., 2016). On the one hand, the nucleus communicates to the mitochondria through anterograde signaling. For example, nucleus-encoded transcription factors (TFs) such as NRF1 and TFAM, co-regulators such as PGC1α, and the RNA polymerase POLRMT regulate mitochondrial biogenesis, mtDNA replication, and transcription (Gleyzer et al., 2005; Virbasius and Scarpulla, 1994; Ojala et al., 1981; Falkenberg et al., 2002; Kühl et al., 2016). Nucleus-transcribed non-coding RNAs (ncRNAs) have also been shown to regulate mitochondrial RNA (mtRNA) processing and translation (Vendramin et al., 2018; Puranam and Attardi, 2001; Zhang et al., 2014). Conversely, mitochondria can communicate with nucleus through mitochondrial retrograde signaling, typically mediated by reactive oxygen species, ATP, and Ca^2+^ (De Stefani et al., 2016; Liu and Butow, 2006; Vizioli et al., 2020). Mitochondria-derived short peptides have also been shown to regulate nuclear gene expression (Reynolds et al., 2021). Moreover, mitochondria DNA (mtDNA) and double-stranded RNAs (dsRNAs) can also be released into the cytoplasm, which turn on an endogenous ‘danger signal’ to trigger a type-I interferon response and innate immune surveillance (Huang et al., 2020; Maekawa et al., 2019; West et al., 2015; Dhir et al., 2018; Tigano et al., 2021). However, it is unclear whether the immediate output of mitochondrial transcription, that is, the mtRNAs, can act as retrograde signaling messengers to communicate directly with the nucleus.

Several mtRNAs have been detected in the nucleus. Burzio et al. detected *MT-RNR2*-derived sense non-coding mitochondrial RNA (SncmtRNA) in the nucleus of human endothelial cells (ECs) and several cancer cell lines (Villegas et al., 2007; Burzio et al., 2009; Landerer et al., 2011). Perry et al. identified a small mitochondrial-encoded ncRNA, mito-ncR-805, localized in the nucleus of alveolar epithelial cells, and correlated with the increased expression of nuclear-encoded genes that regulate mitochondrial function (Blumental-Perry et al., 2020). Yet to be clarified is whether any nuclear-translocated mtRNA can alter the epigenome, and subsequently impact gene transcription and cellular behavior.

The chromatin-associated RNAs (caRNAs) form a critical layer of the epigenome that can regulate nuclear transcription (Li and Fu, 2019; Nguyen et al., 2018). Here, we show that caRNAs are not exclusively nuclear genome-produced RNA – they also include mtRNA. The chromatin-associated mtRNAs (mt-caRNAs) preferentially attach to the promoter regions of the nuclear genome. In human ECs, the mtRNA–chromatin attachment levels change in response to cellular stress induced by high glucose and tumor necrosis factor alpha (TNFα) (HT). As an example, we identify the mitochondrial lncRNA SncmtRNA as a mt-caRNA. In human ECs, suppression of SncmtRNA attenuates HT stress induction of nascent RNAs transcribed from the nuclear genome, including the cell adhesion molecules ICAM1 and VCAM1, and abolishes stress-induced monocyte–EC adhesion. In addition to SncmtRNA, we show nuclear localization of other mtRNAs including MT-CYB and MT-ND5 in human ECs, which is increased by HT and in diabetic human donors. Collectively, our findings suggest that mtRNAs are a class of retrograde messengers that mediates cellular response by attaching to chromatin and regulating nuclear transcription.

## Results

### Pervasive association of mtRNA with chromatin

To test whether mtRNAs are attached to the nuclear genome, we generated high-resolution RNA–genome interaction maps from human embryonic stem cells (H1), foreskin fibroblasts (HFF), and lymphoblasts (K562) (Calandrelli et al., 2021) using our recently developed iMARGI (in situ mapping of RNA–genome interactions) technology (Yan et al., 2019; Sridhar et al., 2017). By simultaneously sequencing caRNAs and their associated genomic DNA sequences from purified nuclei (Wu et al., 2019), iMARGI can differentiate the sequencing reads originating from RNA (RNA-end reads) and genomic DNA (DNA-end reads) in the chimeric reads. As expected, iMARGI data revealed diverse caRNAs transcribed from thousands of coding and non-coding genes as well as transposable elements in the nuclear genome (Calandrelli et al., 2021).

Surprisingly, in each cell type profiled, more than 6% of iMARGI-mapped read pairs had the RNA-end reads uniquely mapped to mtRNAs. These large numbers of mtRNA reads cannot be due to errors mapping to the nuclear DNA of mitochondrial origin (NUMT) (Lopez et al., 1994), because 98.7% of mtRNA-matching sequences contain more than 5 bp mismatches to any NUMTs. Based on the normalized RNA-end reads, mtRNAs exhibited higher chromatin association level (CAL) than that of nuclear genome-transcribed RNAs (nuRNAs) in all three cell types (p = 0.0022, *t*-test) (Figure 1A). iMARGI also revealed the attachment of mtRNAs to various genomic regions, including promoters, coding sequences (CDS), 5′ and 3′ untranslated regions (UTRs), enhancers, super enhancers (SEs), introns, and intergenic regions, with promoters showing the highest enrichment of mtRNA association in all three cell types (largest p = 0.0074, one-way analysis of variance [ANOVA]) (Figure 1B–D). SncmtRNA (GenBank: DQ386868.1), a mitochondria-encoded lncRNA that has been observed to be nuclear localized (Villegas et al., 2007; Burzio et al., 2009), is also one of the caRNAs and showed higher CALs than that of nuRNA (p-value = 0.00017, Student’s *t*-test) (Figure 1A) and enriched association with promoters as compared to other genome regions (Figure 1E–G).

**Figure 1.**
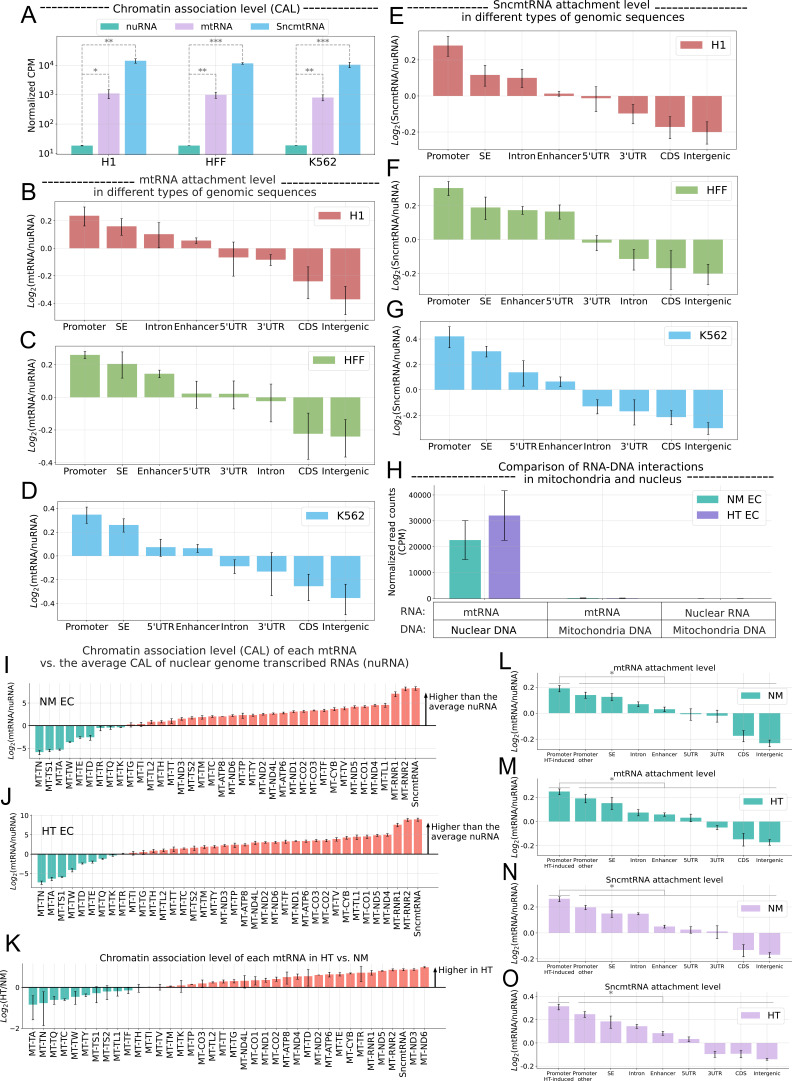
Effect of SncmtRNA KDAssociation of mtRNA with chromatin. (**A**) Chromatin association levels (CAL) of nuclear genome-transcribed RNA (nuRNA) (blue), mtRNA (green), and the SncmtRNA (purple) in H1 embryonic stem cells (H1), foreskin fibroblasts (HFF), and K562 lymphoblasts (K562) (columns). CAL is estimated by the normalized counts per million (CPM) of iMARGI RNA-end read counts. *p-value<0.05, **p-value <0.01, ***p-value <0.001. Normalized CAL of mtRNA (*y*-axis) on eight types of genomic sequences (columns) in H1 (**B**), HFF (**C**), and K562 (**D**) Log_2_(mtRNA/nuRNA): the log ratio of mtRNA and nuRNA read counts in the iMARGI RNA-end reads. SE: super enhancer; UTR: untranslated region; CDS: coding sequence. Normalized CAL of the SncmtRNA (*y*-axis) on eight types of genomic sequences (columns) in H1 (**E**), HFF (**F**), and K562 (**G**) Log_2_(SncmtRNA/nuRNA): the log ratio of SncmtRNA and nuRNA read counts in the iMARGI RNA-end reads. (**H**) Normalized numbers of iMARGI read pairs (*y*-axis) mapped to mtRNA and nuclear DNA (first two columns), mtRNA and mitochondrial DNA (middle two columns), and nuRNA and mitochondrial DNA (last two columns) in normal mannitol control (NM)- (green) and high glucose and TNFa (HT)-treated (purple) endothelial cells (ECs). Comparison of the CAL of each mtRNA (column) and the average CAL of all nuRNA in NM (**I**) and HT EC (**J**). *y*-Axis: the log ratio of mtRNA and nuRNA read counts in the iMARGI RNA-end reads. *y* > 0 indicates that this mtRNA (column) exhibits a higher level of chromatin association than the average CAL of the nuRNA. (**K**) Comparison of the CAL of each mtRNA (column) between NM- and HT-treated EC. Log_2_(HT/NM): log ratio of CAL between HT and NM per each mtRNA. *y* > 0 indicates higher CAL in HT vs NM. Normalized CAL of mtRNAs (**L, M**) and SncmtRNA (**N, O**) on different types of genomic sequences in ECs under NM or HT. Promoter HT-induced: the promoters of 312 HT-induced upregulated genes. Log_2_(mtRNA/nuRNA): the log ratio of mtRNA and nuRNA read counts in the iMARGI RNA-end reads. Data plotted from *n* = 2 biological replicates.

Next, we investigated whether the chromatin–mtRNA association changes under a cellular stress condition. To this end, we analyzed iMARGI data from human umbilical vein ECs (HUVECs) under normal glucose (NM) and combined treatment of high glucose and TNFα (HT), which we have used to mimic healthy vs diabetic conditions (Calandrelli et al., 2020). While ECs under NM control showed comparable levels of chromatin-attached mtRNAs as the other three cell types, the CALs of mtRNA increased from NM to HT (p-value = 0.037, Student’s *t*-test) (Figure 1H). In contrast, under both conditions, read pairs between nuRNA and mitochondrial DNA (mtDNA) or mtRNA and mtDNA were barely detected (Figure 1H), suggesting minimal mitochondrial contamination in the iMARGI libraries.

Quantification of the CAL of mtRNAs, including coding and non-coding transcripts, indicated that the majority of mtRNAs exhibit not only abundant but also higher levels of chromatin association than the nuRNAs under both conditions in ECs (Figure 1I, J). Moreover, comparison between NM and HT revealed that HT further induced the CALs of most of the mtRNAs (Figure 1K). Specifically, SncmtRNA exhibited a 64-fold higher CAL than the average CAL of all nuRNAs in NM (p = 0.00082, Student’s *t*-test) (Figure 1I), which was further increased by HT (p = 0.034, Student’s *t*-test) (Figure 1K). Taken together, these data identify mtRNA as a component of caRNA (hereafter called mt-caRNA) with preferential genomic association with promoters in multiple cell types. Furthermore, the mtRNA–chromatin association can be affected by a stress condition, exemplified by ECs under HT and numerous mtRNAs including SncmtRNA.

Given that HT induces significant gene expression changes in ECs (Calandrelli et al., 2020), we asked if mt-caRNAs is enriched at the promoters of genes that respond to HT stress conditions. To this end, we identified 312 HT-induced genes in ECs from RNA-seq (adjusted p-value <0.05). Compared with other gene promoters, and other genomic regions including enhancers, SEs, introns, 5′ and 3′ UTRs, CDS, and intergenic regions, the promoters of HT-induced genes exhibited higher CAL of mtRNAs (p = 0.029, Student’s *t*-test) (Figure 1L, M) and SncmtRNA (p = 0.016, Student’s *t*-test) (Figure 1N, O). We observed the same behaviors for both mtRNA and SncmtRNA under HT condition with slightly higher statistical significance (p = 0.025 for mtRNA, p = 0.0087 for SncmtRNA, Student’s *t*-test) (Figure 1L, O). These results indicate that mt-caRNAs including SncmtRNA are indeed enriched at the promoters of HT-induced genes under both normal and HT conditions.

### Effect of SncmtRNA perturbation on the expression and function of nuclear-encoded genes in ECs

The chromatin association of mtRNAs, especially with promoters, prompted us to posit the involvement of mt-caRNAs in nuclear transcription. To test this hypothesis, we elected SncmtRNA in ECs as an example, considering that (1) SncmtRNA show significantly enriched CAL in ECs, which is further increased by HT in the iMARGI data (Figure 1I–K) and (2) perturbation of a lncRNA is less likely to directly impact mitochondrial function than targeting a mitochondria-encoded mRNA, rRNA, or tRNA.

We first confirmed the presence and chromatin association of SncmtRNA in ECs. As described (Villegas et al., 2007; Burzio et al., 2009), SncmtRNA is comprised of 1559 nt sequence encoding mitochondrial 16S rRNA (transcribed from the H strand of mitochondrial genome), with its 5′ end appended to an 815 nt invert repeat, forming a putative double-stranded hairpin-shaped structure (Figure 2A, Figure 2—figure supplement 1A). Based on this description, we verified the presence of SncmtRNA in ECs using reverse transcription (RT)-polymerase chain reaction (PCR) with primers flanking the putative hairpin loop and the unique junction region (Figure 2A, B), followed by Sanger sequencing (Figure 2—figure supplement 1B). As a control, PCR without RT failed to amplify SncmtRNA, evident of an RNA. Moreover, in Rho^0^ cells that are depleted of mtDNA (Chandel and Schumacker, 1999), SncmtRNA, like 16S rRNA, was not detected (Figure 2B), indicative of its mitochondrial origin.

**Figure 2.**
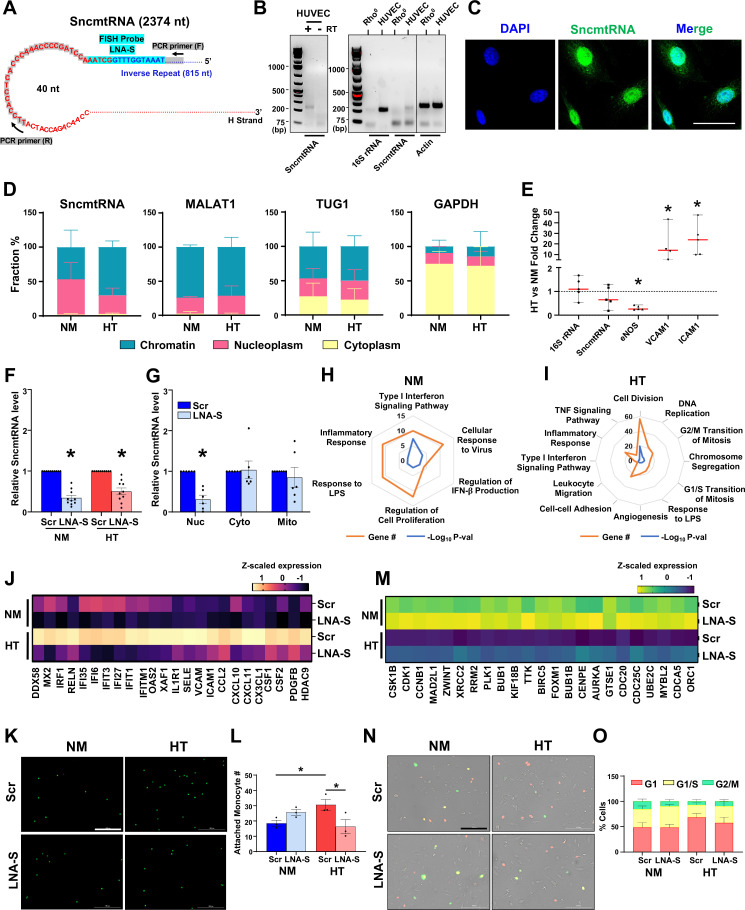
SncmtRNA knockdown affects endothelial cell (EC) expression and function. (**A**) Putative SncmtRNA structure and the location of LNA-GapmeR target region (LNA-S) and PCR primers. (**B**) PCR of SncmtRNA. Left: ECs with (+) or without (−) reverse transcription (RT). Right: ECs in comparison with Rho^0^ cells, with 16S rRNA and β-actin detected as controls. (**C**) Fluorescence in situ hybridization (FISH) images of SncmtRNA in ECs, with 4',6-diamidino-2-phenylindole (DAPI) staining nuclei. Scale bar = 50 µm. (**D, E**) ECs were maintained in normal glucose + 25 mM mannitol (NM) or high glucose + TNFα (HT) for 72 hr. (**D**) RT-qPCR of respective RNAs in subcellular fractions. Data plotted as mean ± standard error of the mean (SEM) from three independent experiments. (**E**) RT-qPCR of various RNAs in whole cells, with levels in NM set at 1. Data represent mean ± SEM from five independent experiments. RT-qPCR of SncmtRNA in (**F**) total ECs transfected with scramble (Scr) or SncmtRNA-targeting (LNA-S) LNA GapmeRs under NM and HT and in (**G**) subcellular fractions (nucleus, cytoplasm, and mitochondria) from ECs transfected with Scr or LNA-S and kept under NM. Data plotted as mean ± SEM from six independent experiments. (**H–O**) ECs treated as in (**F**) were profiled by bulk RNA-seq (*n* = 2 biological replicates). (**H, I**) Radar plots showing Gene Ontology (GO) terms enriched in differentially expressed genes (DEGs) due to Snc-KD under NM or HT. Each vertex indicates the enriched GO term. Orange vertex indicates the number of DEGs enriched in the given GO terms and blue vertex indicates −log_10_ p value. Heatmap showing *z*-scaled expression in transcripts per million (TPM) of innate immune and inflammatory genes induced by HT and suppressed by Snc-KD in (**J**) and cell cycle genes suppressed by HT and rescued upon Snc-KD in (**M**). (**K, L, N, O**) Representative images and quantification of fluorescently labeled monocytes adhesion to human umbilical vein endothelial cells (HUVECs) (in K, L) and fluorescence ubiquitination cell cycle indicator (FUCCI) assay showing ECs in various phases of cell cycle (in **N, O**). Scale bar = 200 µm. Data plotted as mean ± SEM from three and five independent experiments. *p < 0.05 as compared to NM (in E) or Scr (in **F, G**) or as indicated (in **L**). Figure 2—source data 1.Uncropped gel image for Figure 2B (left panel): SncmtRNA PCR product in the presence (+) or absence (−) of reverse transcriptase (RT).The expected PCR product formed in presence of RT (+) is indicated in solid red box and the gel image used for Figure 2B is indicated in dashed red box. Figure 2—source data 2.Uncropped gel image for Figure 2B (right panel): reverse transcription (RT)-PCR products of 16S rRNA, SncmtRNA, and β-actin generated using total RNA isolated from Rho^0^ cells or human umbilical vein endothelial cells (HUVECs).The PCR products formed for 16S rRNA, SncmtRNA, and β-actin are indicated in solid red box and gel image sections used for Figure 2B are indicated in dashed red box. Figure 2—source data 3.Raw gel images for Figure 2B.

**Figure 2—figure supplement 1.**
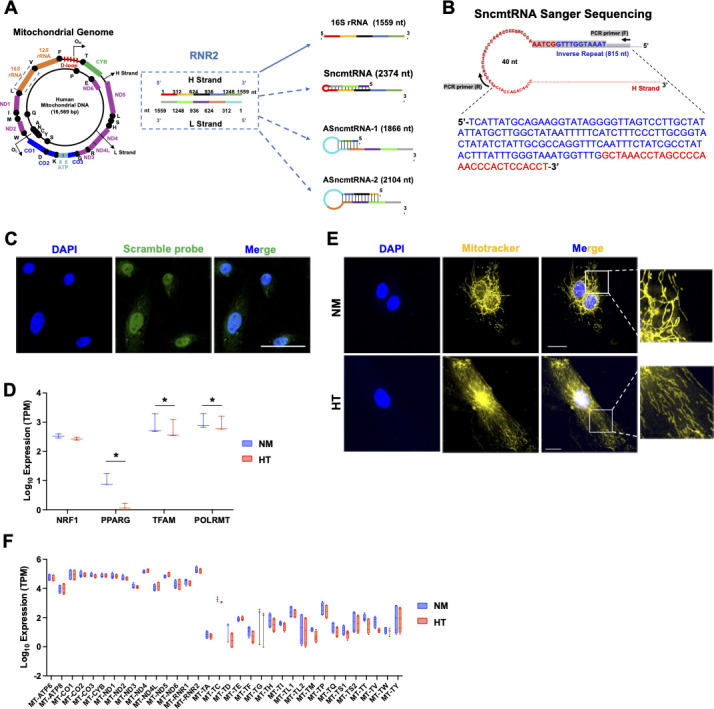
MT-RNR2-derived SncmtRNA and HT-regulated mitochondrial morphology and transcription. (**A**) Schematic showing *MT-RNR2*-derived transcripts including 16S rRNA, SncmtRNA, ASncmtRNA-1, and ASncmtRNA-2. (**B**) Sanger sequencing of reverse transcription (RT)-PCR product from endothelial cells (ECs) using the indicated primers of SncmtRNA confirmed the putative chimeric junction. (**C**) Representative fluorescence in situ hybridization (FISH) images performed with a FAM-labeled Scramble probe in human umbilical vein endothelial cells (HUVECs). Scale bar = 50 µm. (**D, F**) Expression of nuclear-encoded genes regulating mitochondrial biogenesis (*NRF1*, *TFAM*, *POLRMT*, and *PPARG*) and those transcribed from mitochondrial genome, identified by bulk RNA-seq of ECs subjected to NM or HT for 72 hr in four biological replicates. *p < 0.05. (**E**) Mitotracker deep red staining (yellow pseudocolor) of ECs treated with NM or HT, with DAPI staining the nucleus. Representative images from three independent experiments are shown. Scale bar = 20 µm.

**Figure 2—figure supplement 2.**
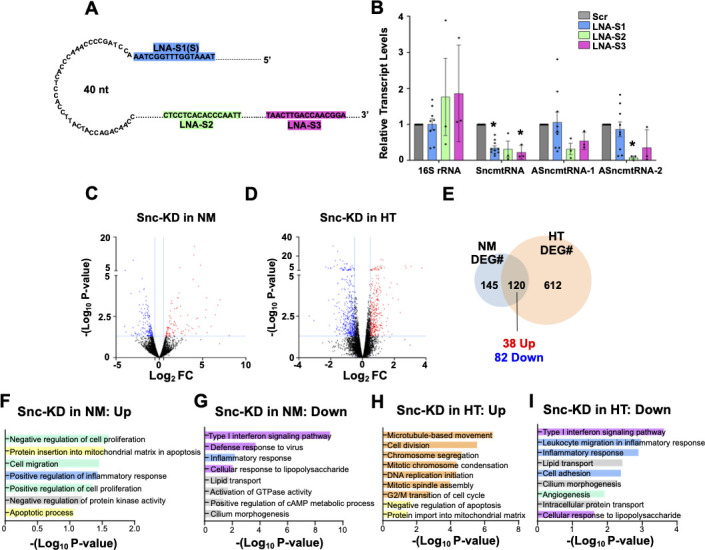
Effect of SncmtRNA KD. (**A**) Illustration of regions in SncmtRNA targeted by LNA-S1 (i.e. LNA-S), S2, and S3. (**B**) RT-qPCR of *MT-RNR2*-derived transcripts in endothelial cells (ECs) transfected with respective locked nucleic acid (LNA) GapmeRs. Volcano plots showing the differentially expressed genes (DEGs) (p < 0.05 and Log_2_ fold-change > |0.5|) upon Snc-KD in ECs under NM (**C**) and HT (**D, E**). Venn diagram showing the number of common DEGs upon Snc-KD under NM and HT. GO terms enriched from upregulated (**F**) and downregulated DEGs (**G**) upon Snc-KD in NM. GO terms enriched in upregulated (**H**) and downregulated DEGs (**I**) upon Snc-KD in HT. (**J**) Representative images of Mitotracker deep red staining (yellow pseudocolor) in LNA GapmeR-transfected ECs from two independent experiments. Scale bar = 20 µm. (**F–I**) GO terms in similar pathways are grouped by colors: green, cell proliferation-related pathways; yellow, apoptosis-related pathways; purple, innate immune response pathways; blue, inflammatory pathways; orange, cell division-related pathways; gray, cellular organization and transport pathways.

**Figure 2—figure supplement 3.**
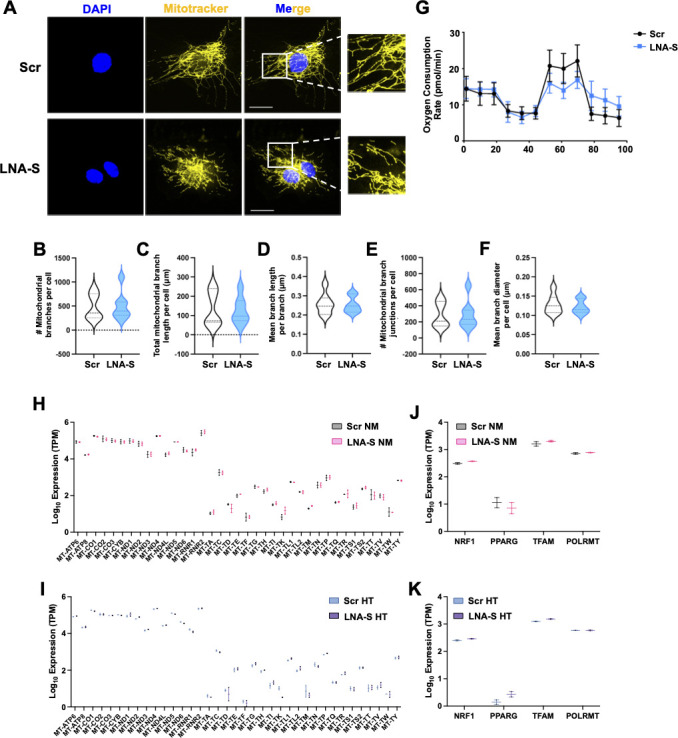
Effect of SncmtRNA KD on mitochondrial function. (**A**) Representative images of Mitotracker Deep Red staining (marked by yellow pseudocolor) in locked nucleic acid (LNA)-transfected endothelial cells (ECs) from two independent experiments. Scale bar = 20 μm. (**B–F**) Violin plots showing the quantification of mitotracker staining in transfected ECs. (**G**) Oxygen consumption rate (OCR) quantified by Seahorse assay. Data are mean ± standard error of the mean (SEM), representative of three independent experiments. (**H–K**) Levels of mtRNAs and mRNA transcripts of *NRF1*, *TFAM*, *POLRMT*, and *PPARG* were quantified by RNA-seq of two biological replicates.

**Figure 2—figure supplement 4.**
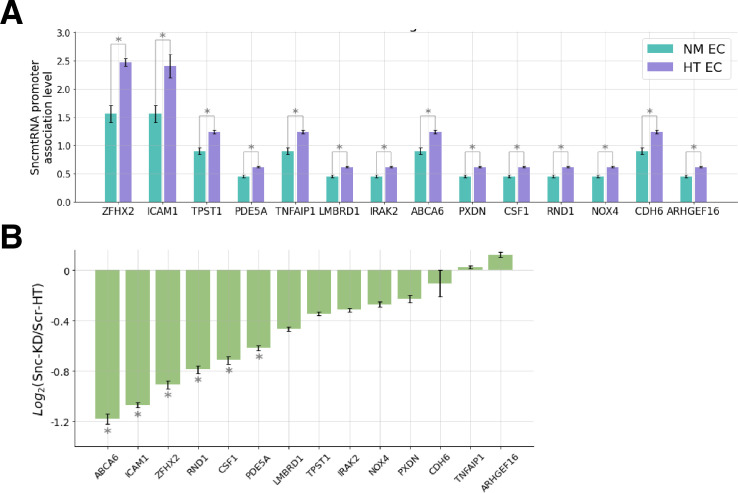
HT-enriched SncmtRNA chromatin attachment likely contributes to transcriptional induction of HT-induced genes. (**A**) Normalized promoter association levels of SncmtRNA with HT-induced genes in NM vs HT-treated endothelial cells (ECs). (**B**) Log ratio of gene expression of HT-induced and SncmtRNA-attached genes between Snc-KD and Scr control under HT. *y* < 0 indicates reduced expression upon Snc-KD. * denotes adjusted p < 0.05.

**Figure 2—figure supplement 5.**
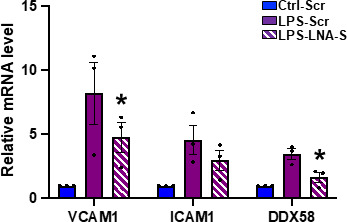
Effect of SncmtRNA-KD in lipopolysaccharide (LPS)-induced genes. Human umbilical vein endothelial cells (HUVECs) were transfected with Scr or LNA-S targeting SncmtRNA and treated with LPS at 100 ng/ml for 24 hr. mRNA levels of indicated transcripts were quantified, data represent mean ± standard error of the mean (SEM) from three independent experiments. *p < 0.05 compared to LPS-Scr.

We also performed fluorescence in situ hybridization (FISH) with an antisense locked nucleic acid (LNA) probe targeting the unique junction region of SncmtRNA, which detected abundant signals in the nucleus in ECs. FISH also detected SncmtRNA signals in the cytoplasm resembling the morphology of mitochondria (Figure 2C). As an FISH control, probe with scrambled sequence did not reveal specific signals (Figure 2—figure supplement 1C). Consistently, qPCR of SncmtRNA in different EC subcellular fractions detected the majority of SncmtRNA in the nuclear fractions including chromatin and nucleoplasm, with MALAT1 (predominantly nuclear localized), GAPDH (predominantly cytoplasm localized), and TUG1 (localized in both nucleus and cytoplasm) quantified as controls (Figure 2D). Moreover, compared to NM, HT-increased chromatin-associated SncmtRNA in ECs, while there was no change for MALAT1, TUG1, and GAPDH (Figure 2D).

The HT-increased mt-caRNA, including SncmtRNA could be due to the increased total levels of mtRNAs in ECs. Arguing against this possibility, high glucose and TNFα are known to impair mitochondrial biogenesis (Shenouda et al., 2011; Trudeau et al., 2010). Consistently, bulk RNA-seq of ECs under NM vs HT revealed that several nuclear-encoded genes regulating mitochondrial biogenesis, such as peroxisome proliferator-activated recepter gamma (PPARG) and Transcription Factor A, Mitochondrial (*TFAM*) were downregulated (Figure 2—figure supplement 1D). Additionally, mitochondria visualized by Mitotracker showed fragmentation under HT (Figure 2—figure supplement 1E). In terms of mitochondria-encoded transcripts, the majority remained unchanged (Figure 2—figure supplement 1F). Similarly, the total RNA levels of SncmtRNA as well as 16S rRNA and antisense mitochondrial non-coding RNA (ASncmtRNA), all derived from *MT-RNR2*, were comparable between NM and HT. In contrast, the expression of endothelial nitric oxide synthase (eNOS), hallmark of EC homeostasis was decreased, and that of VCAM1 and ICAM1, typical inflammation markers were strongly induced by HT (Figure 2E). Therefore, the pervasive increase of mt-caRNAs is unlikely due to a global increase of total mtRNAs.

Upon confirming the presence, sequence, and subcellular localization of SncmtRNA, we designed three SncmtRNA-targeting LNA GapmeRs, which can cause RNase H-mediated RNA degradation in the nucleus (Liang et al., 2017). While LNA-S1 targets the unique chimeric junction in SncmtRNA, LNA-S2 and S3 target different regions of H strand portion (Figure 2—figure supplement 2A). As expected, only LNA-S1 (hereafter termed LNA-S) consistently decreased SncmtRNA level without affecting those of 16S rRNA and ASncmtRNAs (Figure 2—figure supplement 2B) and was thus used in the subsequent SncmtRNA knockdown (Snc-KD) experiments. While LNA-S decreased the total cellular SncmtRNA in ECs under both NM and HT (Figure 2F), the inhibitory effect was primarily in the nucleus (Figure 2G). This is likely because that LNA GapmeRs are predominantly localized in the nucleus and cytoplasm (Bennett et al., 1992; Castanotto et al., 2015). Their localization in mitochondria is unlikely in the absence of a carrier such as MITO-porter (Furukawa et al., 2015). On the other hand, RNase-H1 is enriched in the nuclear and mitochondrial compartments (Shen et al., 2014; Wu et al., 2013). Thus, the transfection of LNA-S using lipofectamine would result in relatively selective effect in the nucleus. Therefore, any consequence observed with LNA-S should be primarily due to the reduction of SncmtRNA in the nucleus, including chromatin-associated SncmtRNA.

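ECs here are HUVECs, primary endothelial cells from the umbilical vein. They were transfected with an LNA GapmeR of scrambled sequence (Scr) or with LNA-S, and were kept for 72 hr under NM, with 25 mM mannitol added, or under HT, with 25 mM glucose and 5 ng/ml TNFα added. The LNA amounts come from the sample labels, which give 20 nM for Scr and 10 nM for LNA-S. Bulk RNA-seq had 2 libraries in each of the 4 groups. The authors trimmed the reads with Trim Galore, aligned them to hg38 with HISAT2 and counted them per gene symbol with HTSeq, and the values they deposited are these counts without normalization. The total count on genes was 18388196 and 15645296 in the NM Scr libraries and 24083492 and 27703141 in the NM LNA-S libraries. Under HT it was 24728392 and 17998516 with Scr and 18746744 and 19301136 with LNA-S. Another 24.1 to 32.0% of the counted reads stood in the 5 summary lines of HTSeq, which name no gene and were left out. SncmtRNA and the mtDNA-encoded genes were not analysed here for Snc-KD, because these count lists hold 0 of the 37 mtDNA-encoded genes, so the knockdown of the target was not checked from the counts. The LNA-S GapmeR has the sequence TTAGCCAAACCATTTA. Its 16 nt target, TAAATGGTTTGGCTAA, matches hg38 in full at 2 places, on chromosome M from 1716 to 1731 on the strand opposite MT-RNR2 (1671 to 3229), and on chromosome 11 from 100729139 to 100729154 on the strand opposite ARHGAP42. Genes with low counts were removed with the filterByExpr function of edgeR, library sizes were scaled by TMM, and LNA-S was compared with Scr by edgeR's quasi-likelihood test in each medium apart. As in the paper, DEGs were genes with p under 0.05 and a log2 fold change beyond 0.5 in either direction, and Benjamini-Hochberg (BH) adjusted p-values are given beside them.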

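Under NM, 14544 genes were tested and 309 were DEGs, 212 lower and 97 higher with LNA-S. None of them had a BH-adjusted p under 0.05 in edgeR's quasi-likelihood test, against 9 genes in the DESeq2 Wald test. With the replicate number as a block in edgeR's test, 1025 genes had a BH-adjusted p under 0.05 and passed the 0.5 limit. Same-numbered libraries deviated together (r = 0.770), but the labels name no shared batch, so the block is only a check. The 309 genes with p under 0.05 were 2.12% of those tested. Of the filters and scalings tried, the count moved most with no filter beyond 1 count in any library, to 573. Leaving out 1 library decided the balance of directions, since without NM Scr replicate 1 there were 1286 DEGs, 800 of them higher. It was 465 without NM Scr replicate 2 and 198 without NM LNA-S replicate 2. Among genes whose libraries did not overlap, the smallest p among higher genes belonged to CD24 on chromosome 6 (106969831 to 106975627). Its level was 1.82 ± 0.0455 CPM (TMM-scaled, SD, n = 2) with Scr and 29.6 ± 6.49 with LNA-S, a log2 fold change of 4.01 (standard error 0.34, BH-adjusted p = 0.464 from edgeR's quasi-likelihood test). GENCODE lists 4 pseudogenes named after CD24, so its reads could be split among them. DRAXIN had a log2 fold change of 3.95 and SNORA53, a small nucleolar RNA inside SLC25A3 on the same strand, one of 4.68, from raw counts of 3 and 2 with Scr and 82 and 114 with LNA-S. Among lower genes these were PLA2G4C at -3.03, EPSTI1 at -1.81 and APH1B at -1.77, with BH-adjusted p-values of 0.801, 1.00 and 1.00 in edgeR's quasi-likelihood test.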

Bulk RNA-seq revealed that under NM, Snc-KD resulted in 265 differentially expressed genes (DEGs), including 160 down- and 105-upregulated (Figure 2—figure supplement 2C). Under HT, Snc-KD led to more DEGs, that is 732 DEGs (403 down- and 329 upregulated) in ECs (Figure 2—figure supplement 2D), with 120 common DEGs between NM and HT (Figure 2—figure supplement 2E). 

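Under HT, 14262 genes were tested and 880 were DEGs, 514 lower and 366 higher with LNA-S. No gene had a BH-adjusted p under 0.05 in edgeR's quasi-likelihood test, while 1901 genes (13.3%) had an unadjusted p under 0.05 and DESeq2's Wald test gave 259 genes with an adjusted p under 0.05. Without HT LNA-S replicate 1 the count was 523. The lower genes with the smallest p and no overlap between groups were CTSK, at 138 ± 14.1 CPM (SD, n = 2) with Scr and 46.3 ± 1.05 with LNA-S, MMP10 and LRP1. Their log2 fold changes were -1.58 (standard error 0.10), -1.86 (0.14) and -1.60 (0.13), each with a BH-adjusted p of 0.252 in edgeR's quasi-likelihood test. Higher genes chosen in the same way included STC1 at 1.27 and CDCP1 at 1.14. Of the 13841 genes tested in both media, 138 were DEGs in both, all in the same direction, 98 lower and 40 higher. From the sizes of the sets, 16.5 were expected in both without regard to direction (one-sided Fisher's exact test on the same overlap, p = 3.0e-96, genes taken as independent). The comparisons under NM and HT share no library. The shared count was 266 without NM Scr replicate 1, 63 without NM LNA-S replicate 1 and 74 without NM LNA-S replicate 2. A test of the difference between the Snc-KD effects under HT and NM, the interaction in a fit of all 8 libraries, gave 0 genes with a BH-adjusted p under 0.05 in edgeR's quasi-likelihood test, 52 genes at an unadjusted p under 0.05, and 0 adjusted genes in DESeq2's Wald test. The 52 were 0.347% of 14995 genes, fewer than unchanged genes would give, so the test was conservative.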

Pathway enrichment analysis indicated that innate immune and inflammatory responses are the most consistently affected pathways under both NM and HT, with more pathways involved in innate immune response under NM (e.g. Type I interferon signaling and cellular response to virus and LPS) and more pathways involved in inflammatory response under HT (e.g., TNF signaling, leukocyte migration, and cell–cell adhesion) (Figure 2H, I). Moreover, these pathways are mainly enriched in the downregulated DEGs by Snc-KD (Figure 2—figure supplement 2G, I). For example, hallmark genes for innate immune and inflammatory activation, including *DDX58*, *MX2*, *VCAM1*, and *ICAM1*, were strongly suppressed by Snc-KD under both NM and HT (Figure 2J).

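Pathways were followed with 3 lists of genes, written before the counts were examined and after the paper's supplementary tables of DEGs had been read, since no GO annotation was used here. Of 49 interferon-response genes, all 49 were tested under NM and 47 were lower with LNA-S, with a median log2 fold change of -0.77. Under HT all 48 tested were lower, with a median of -1.26. The list of 38 inflammatory genes had a median of -0.43 under NM (32 of 36 lower) and -0.59 under HT (33 of 37 lower). With limma's camera test and its preset correlation of 0.01 between genes, p was 1.2e-28 and 2.0e-12 for the interferon list and 2.0e-10 and 7.3e-11 for the inflammatory list under NM and HT (BH-adjusted over 9 list tests, 2.7e-28, 3.6e-12, 2.3e-10 and 9.3e-11). None of these calls held under fry (p of 0.112, 0.348, 0.0767 and 0.0933) or with a correlation estimated from the libraries (0.0585, 0.336, 0.0775 and 0.132). Neither was tried with the replicate number as a block. With that block the medians under NM and HT were -0.76 and -1.19 (interferon) and -0.43 and -0.60 (inflammatory). Without the block, 1 library decided the interferon median under HT, which was -0.069 without HT Scr replicate 2 and -1.97 without HT Scr replicate 1. Same-numbered libraries deviated together under HT (r = 0.729). A fit without 1 of them can therefore carry the deviation of the library left without its partner. Under NM the interferon median was -0.30 without NM Scr replicate 1, and the inflammatory median was -0.24 without NM LNA-S replicate 1. Under HT the inflammatory median was -0.34 without HT Scr replicate 2 and -0.24 without HT LNA-S replicate 1. In the interaction of HT and Snc-KD, limma's camera test gave an interferon median of -0.53 (BH-adjusted p = 2.4e-06 over 31 list tests, not called under fry) and an inflammatory median of 0.035 (BH-adjusted p = 0.119). The interferon interaction was 0.58, the other direction, without HT Scr replicate 2. It lost its call without NM Scr replicate 2 (-0.35), NM LNA-S replicate 1 (-0.22) or HT LNA-S replicate 1 (-0.069), and was -0.89, -1.12 and -0.97 without NM Scr replicate 1, HT Scr replicate 1 and HT LNA-S replicate 2. The inflammatory interaction gained a call in 1 direction without HT LNA-S replicate 1 (0.15), and in the other without NM LNA-S replicate 1 (-0.12), HT Scr replicate 1 (-0.22) or HT LNA-S replicate 2 (-0.46).

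**Figure D1:**
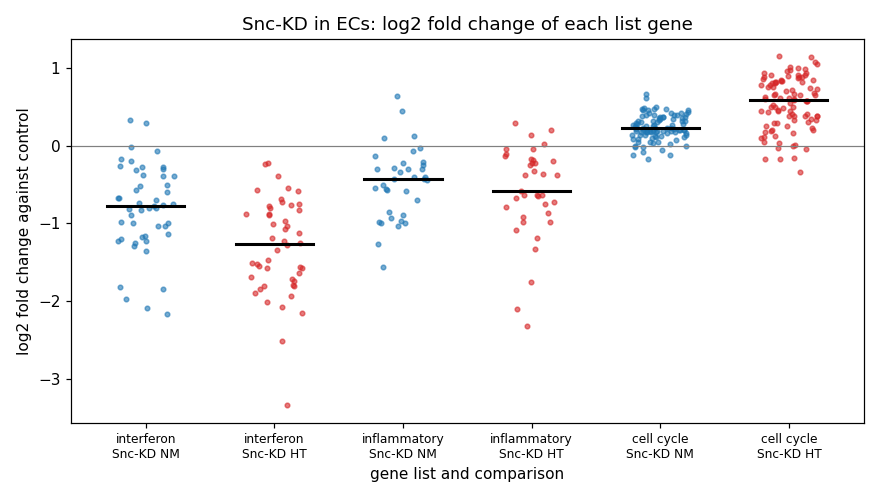
Log2 fold change of LNA-S against Scr for each tested gene (points) of the interferon, inflammatory and cell cycle lists under NM and HT, with the median of each list as a bar. The interferon points center on -0.77 under NM and -1.26 under HT, and the cell cycle points on 0.22 and 0.59.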

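Among the 212 genes lower with LNA-S under NM, 12 were on the interferon list and 3 on the inflammatory list, and among the 97 higher genes neither list had any (0 and 0). Fisher's exact test against the 14544 tested genes, one-sided, gave p = 3.9e-12 for the interferon list and p = 0.0153 for the inflammatory list. Under HT, the 514 lower genes held 5 interferon genes (p = 0.0286) and 10 inflammatory genes (p = 4.9e-07, the same exact test), and the 366 higher genes again held 0 of either. These tests count genes as independent.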

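DDX58, on chromosome 9 from 32455302 to 32526208, fell from 125 ± 6.51 CPM (SD, n = 2) with Scr to 54.6 ± 13.7 with LNA-S under NM, a log2 fold change of -1.20 (standard error 0.29), and from 216 ± 63.7 to 91.4 ± 22.1 under HT, a change of -1.25 (0.29). ICAM1, on chromosome 19 from 10271093 to 10286615, fell from 364 ± 36.8 to 152 ± 3.56 CPM under NM (-1.26, standard error 0.25) and from 1829 ± 257 to 869 ± 203 under HT (-1.08, 0.21). Both were DEGs in both media. The BH-adjusted p-values from edgeR's quasi-likelihood test were 1.00 for each under NM, and 0.316 for DDX58 and 0.303 for ICAM1 under HT. VCAM1, on chromosome 1 from 100719742 to 100739045, had few counts under NM. It was at 2.29 ± 0.252 CPM with Scr and 1.55 ± 0.579 with LNA-S, a log2 fold change of -0.57 (standard error 0.46), and was not a DEG. Under HT it was a DEG and fell from 81.3 ± 17.2 to 19.1 ± 14.4 CPM (-2.09, standard error 0.66, BH-adjusted p = 0.362 from the same test). MX2, on chromosome 21 from 41361999 to 41409393, had a log2 fold change of -2.16 (standard error 1.11) under NM and -3.33 (1.35) under HT, and was a DEG in neither. Its Scr libraries were at 5.66 and 0.863 CPM under NM and at 1.77 and 9.82 under HT, so the spread between replicates was about as large as the mean. LNA-S libraries 1 and 2 were at 1.22 and 0.254 CPM under NM and at 0.110 and 1.02 under HT. Each was below the Scr library of the same number. DESeq2's Wald test called MX2 a DEG in both media, and so did edgeR's test with the replicate number as a block (-2.10 and -3.37). That block is only a check, since the labels name no shared batch. Single libraries decided several of these calls. MX2 became a DEG without NM Scr replicate 2 (-2.96), NM LNA-S replicate 1 (-3.65) or HT Scr replicate 1 (-4.10), and its change under NM was -0.26 without NM Scr replicate 1. Under HT, where it was not a DEG in either fit, it was -1.64 without HT Scr replicate 2 and -5.63 without HT LNA-S replicate 2. DDX58 was not a DEG without NM LNA-S replicate 1 (-0.95) or HT LNA-S replicate 1 (-1.02), and ICAM1 under NM was not one without NM LNA-S replicate 1 (-1.23) or replicate 2 (-1.29). VCAM1 under HT was not a DEG without HT Scr replicate 1 (-2.29) or replicate 2 (-1.86), and its change was -3.19 without HT LNA-S replicate 2. For none of the 4 genes was the change shown to differ between NM and HT, with BH-adjusted interaction p-values of 1.00 for each. From these changes in expression, together with its adhesion, cell cycle and mitochondrial assays (Figure 2 and its supplements), the paper proposes that SncmtRNA takes part in the regulation of nuclear-encoded transcripts.

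**Figure D2:**
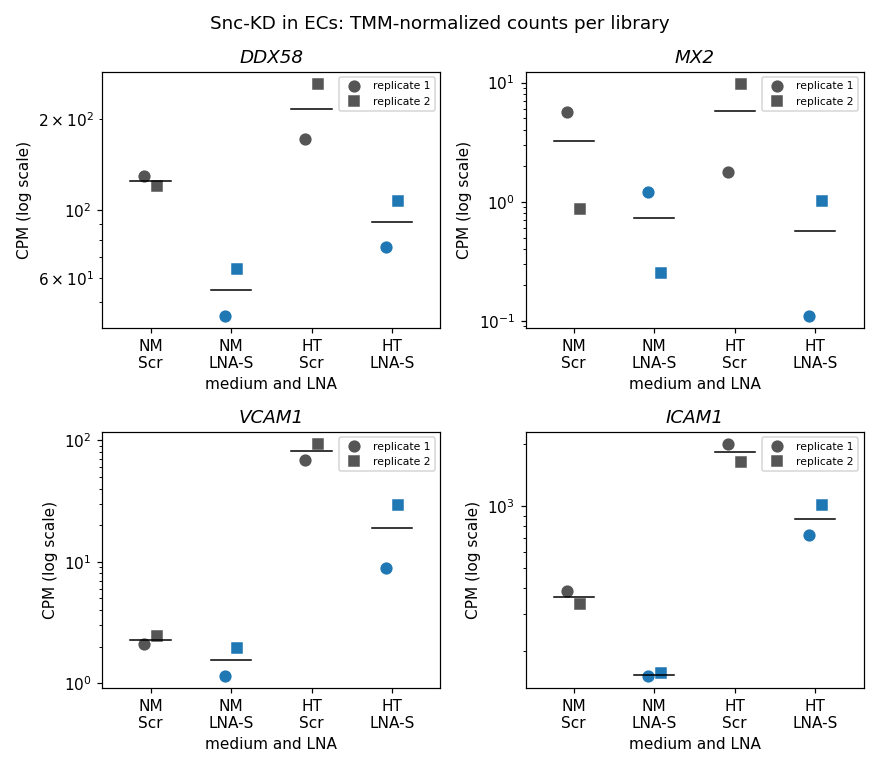
TMM-normalized CPM (log axes) of DDX58, MX2, VCAM1 and ICAM1 in each of the 8 libraries (points, replicates 1 and 2) with the mean of each group as a bar. The LNA-S points of ICAM1 lie below the Scr points in both media, and the LNA-S points of MX2 under NM overlap the range of its Scr points.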

Consistent with the gene expression changes, the HT-induced pro-inflammatory response of ECs assayed by monocyte adhesion, was abrogated by Snc-KD (Figure 2K and L). In contrast, cell proliferation, cell division, and cell cycle regulation were mostly upregulated by Snc-KD, especially under HT (Figure 2I, Figure 2—figure supplement 2H), evident by the significant induction of cell cycle regulators, for example, *CDK1* and *CCNB1* (Figure 2M). 

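The cell cycle list holds 97 genes, of which 90 were higher with LNA-S under HT, with a median log2 fold change of 0.59, and 89 under NM, with a median of 0.22. Limma's camera test with the preset correlation gave a BH-adjusted p = 2.0e-29 under HT and a BH-adjusted p = 9.2e-09 under NM over 9 list tests. Neither call held under fry (0.0930 and 0.416) or with the estimated correlation (0.158 and 0.345). Fry and the estimated correlation were run without the replicate block, with which the medians were 0.59 under HT and 0.25 under NM. Under HT 46 of the genes were higher DEGs and 36 had a BH-adjusted p under 0.05 adjusted over the list alone, against 0 over all genes tested in edgeR's quasi-likelihood test. Under NM none was a DEG, and the median was -0.034 without NM Scr replicate 2 and 0.58 without NM Scr replicate 1. CDK1, on chromosome 10 from 60778331 to 60794852, rose under HT from 15.2 ± 0.0559 CPM (SD, n = 2) with Scr to 25.5 ± 6.70 with LNA-S, a log2 fold change of 0.74 (standard error 0.21, BH-adjusted p = 0.318 from edgeR's quasi-likelihood test). CCNB1, on chromosome 5 from 69167135 to 69178245, rose from 30.7 ± 2.29 to 51.1 ± 7.50 CPM (0.73, standard error 0.14, BH-adjusted p = 0.303). Both were DEGs under HT. Under NM neither was one, with changes of 0.36 and 0.27. CDK1 under HT was not a DEG without HT Scr replicate 1 (0.75), HT Scr replicate 2 (0.73) or HT LNA-S replicate 1 (0.45). The CDK1 and CCNB1 effects were not shown to differ between HT and NM, with interaction values of 0.38 and 0.46 and BH-adjusted p-values of 1.00. For the whole list the interaction median was 0.35, with a BH-adjusted p = 1.8e-14 from limma's camera test over 31 list tests and an estimated-correlation p of 0.180. It was -0.033 without NM Scr replicate 1, 0.61 without NM Scr replicate 2 and 0.12 without HT LNA-S replicate 1.

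**Figure D3:**
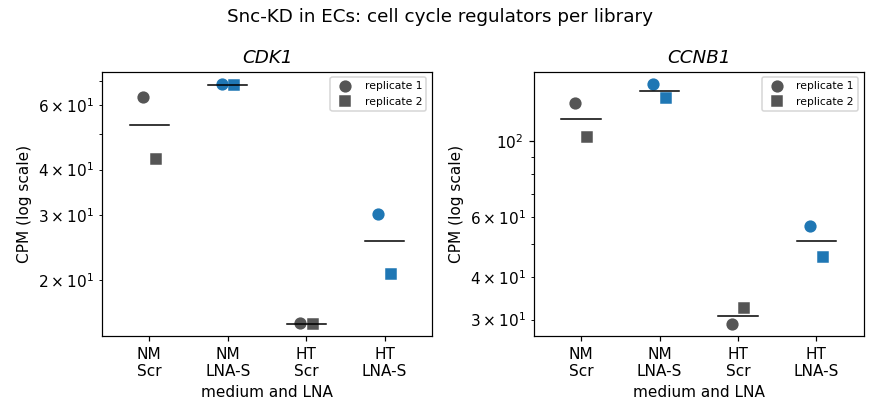
TMM-normalized CPM (log axes) of CDK1 and CCNB1 in each of the 8 libraries (points, replicates 1 and 2), with the mean of each group as a bar. Under HT both LNA-S points of each gene lie above both Scr points, and both genes are lower under HT than under NM.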

Fluorescence ubiquitination cell cycle indicator (FUCCI) assay, which detects cell cycle progression and division (Sakaue-Sawano et al., 2008), revealed while HT caused a cell cycle arrest at G1 phase, LNA-S led to a trend toward promoting the G1-arrested cells to S phase (Figure 2N, O). In contrast, Snc-KD had no clear effect on mitochondria network or morphology (Figure 2—figure supplement 3A–F). Furthermore, Snc-KD led to minimal changes in mitochondrial function as quantified by oxygen consumption rate (OCR) using Seahorse assay (Figure 2—figure supplement 3G). Additionally, we did not observe any significant effect on the levels of mtRNAs or those of nuclear-encoded genes regulating mitochondrial biogenesis upon Snc-KD (Figure 2—figure supplement 3H–K). 

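Of the nuclear-encoded genes of mitochondrial biogenesis, none was a DEG with LNA-S. NRF1 had a log2 fold change of 0.16 under NM and 0.17 under HT (standard errors 0.26 and 0.13), and POLRMT had changes of 0.045 and -0.0053 (0.26 and 0.093). TFAM rose by 0.28 under NM (standard error 0.29). Under HT it rose by 0.27 (0.083), from 64.8 ± 3.17 CPM (SD, n = 2) with Scr to 78.6 ± 2.27 with LNA-S, below the 0.5 limit for a DEG (BH-adjusted p = 0.332 from edgeR's quasi-likelihood test). GENCODE lists 2 pseudogenes named after TFAM and 1 after POLRMT, whose reads could be split with them. PPARG had few counts. It was -1.01 under NM, with raw counts of 17 and 15 with Scr and 15 and 8 with LNA-S, and with counts of 2 and 1 against 3 and 2 under HT it did not pass the filter there. The list of NRF1, TFAM, POLRMT and PPARG had a median of 0.10 under NM (BH-adjusted p = 0.988 from limma's camera test over 31 list tests, 0.875 under fry) and 0.17 under HT (3 tested, BH-adjusted p = 0.252, 0.0483 under fry and 0.330 with the estimated correlation). mtDNA-encoded genes were not analysed here for Snc-KD.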

Taken together, these data suggest that the mitochondria-encoded and partially chromatin-associated SncmtRNA plays a role in the regulation of nuclear-encoded transcripts.

The enriched CAL of SncmtRNA in the promoter regions of HT-induced genes and the effect of Snc-KD in the nuclear-encoded transcriptome raised the possibility that HT-induced gene transcription is in part through enriched association of SncmtRNA with promoters. Based on the iMARGI and RNA-seq data from ECs under NM vs HT, we identified 14 HT-induced genes that exhibit significant increase in the promoter-associated SncmtRNA (Benjamini–Hochberg adjusted p-value <0.05) (Figure 2—figure supplement 4A). To evaluate whether these genes are more likely to be downregulated by Snc-KD, we performed an association (Chi-square) test between these genes and the Snc-KD-reduced genes. Out of these 14 genes, Snc-KD reduced the expression levels of 12 of them under HT (Snc-KD vs Scr fold-change <1), including 6 (*ICAM1*, *ZFHX2*, *ABCA6*, *CSF1*, *PDE5A*, and *RND1*) with statistical significance (Benjamini–Hochberg adjusted p-value <0.05), suggesting the genes suppressed by Snc-KD are enriched in these genes (odds ratio = 2.82, p-value = 0.0096, Chi-square test) (Figure 2—figure supplement 4B). This enriched association between genes that show increased SncmtRNA–promoter association and genes that are positively regulated by SncmtRNA supports our hypothesis that HT-induced transcription is likely through enriched SncmtRNA–promoter association.

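The set of 14 genes was not repeated here, since the iMARGI pairs behind it were not analysed. The 6 named genes were lower with LNA-S under HT in all cases. ICAM1 fell by 1.08 on the log2 scale (standard error 0.21) and ZFHX2, at 8.11 ± 0.0383 CPM (SD, n = 2) with Scr and 4.31 ± 0.185 with LNA-S, fell by 0.92 (0.18). PDE5A, at 61.4 ± 8.75 against 40.0 ± 5.87 CPM, fell by 0.63 (0.16), and RND1 fell by 0.80 (0.28). These 4 were DEGs. ABCA6 fell by 1.19 (0.44) and CSF1 fell by 0.72 (0.41), and they were not. BH adjustment over all genes gave 0.303 to 0.513 for the 6 in edgeR's quasi-likelihood test, so 0 of them passed 0.05 in this fit. With the replicate number as a block in that test, all of the 6 but ICAM1 passed. Among them were ABCA6 (-1.20, BH-adjusted p = 9.5e-06) and CSF1 (-0.78, BH-adjusted p = 0.0012). Same-numbered libraries deviated together under HT (r = 0.729), but the labels name no shared batch, so the block is only a check. In DESeq2's Wald test 1 of the 6 passed, ICAM1, with an adjusted p of 2.2e-05. Over all alternatives the adjusted p of ICAM1 ran from 2.2e-05 to 0.817. PDE5A was not a DEG without HT Scr replicate 1 (-0.47) or HT LNA-S replicate 1 (-0.48), and RND1 was not one without HT Scr replicate 2 (-0.46) or HT LNA-S replicate 1 (-0.57). ABCA6 was a DEG in DESeq2's Wald test (-1.18), with total counts as scaling (-1.19) and with the replicate block (-1.20). Its change was -1.56 without HT Scr replicate 1 and -1.69 without HT LNA-S replicate 2. CSF1 was a DEG in DESeq2's Wald test (-0.71) and with the replicate block (-0.78), and its change was -1.30 without HT LNA-S replicate 2. The smallest change with 1 library left out was -0.70 for ABCA6 (without HT Scr replicate 2) and -0.31 for CSF1 (without HT LNA-S replicate 1).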

### SncmtRNA regulates transcription of the nuclear genome

The above described findings further prompted us to test the hypothesis that SncmtRNA regulates the transcription of nuclear-encoded genes. We reasoned that the effect of Snc-KD should be reflected by changes in the levels of nascent RNA, the immediate products of transcription. Furthermore, SncmtRNA transcriptional targets should show consistent changes between the nascent RNA levels in the nuclei and the total RNA levels in whole cells by Snc-KD. Thus, we performed single-nuclear and single-cell RNA-seq (snRNA and scRNA-seq) in ECs with or without Snc-KD and subjected to HT to capture simultaneously the nuclear and the whole-cell transcriptome at single-cell level. While scRNA-seq generated the majority of reads mapped to exons, snRNA-seq generated 40–50% of reads mapped to introns (Figure 3—figure supplement 1A, B), enabling better interrogation of nascent RNAs. On average, 5500 cells/sample were sequenced for snRNA-seq and 3500 cells/sample were sequenced for scRNA-seq, both of which performed with biological replicates. While snRNA- and scRNA-seq were highly correlated (Spearman correlation coefficient [SCC] = 0.9) (Figure 3A–C and Figure 3—figure supplement 1C, D), snRNA-seq identified 462 DEGs (comprising 302 down- and 160 upregulated) and scRNA-seq returned 318 DEGs (comprising 174 down- and 144 upregulated) as a result of Snc-KD in HT (Figure 3—figure supplement 1E, F). Considering the comparable average reads per cell and total genes detected by sc- and snRNA-seq, but substantially lower median unique molecular identifier (UMI) counts per cell detected by snRNA-seq (Figure 3—figure supplement 1G, H), the nuclear transcriptome appears to show a greater change than the whole-cell transcriptome due to Snc-KO, supporting a role of SncmtRNA in nuclear transcription.

**Figure 3.**
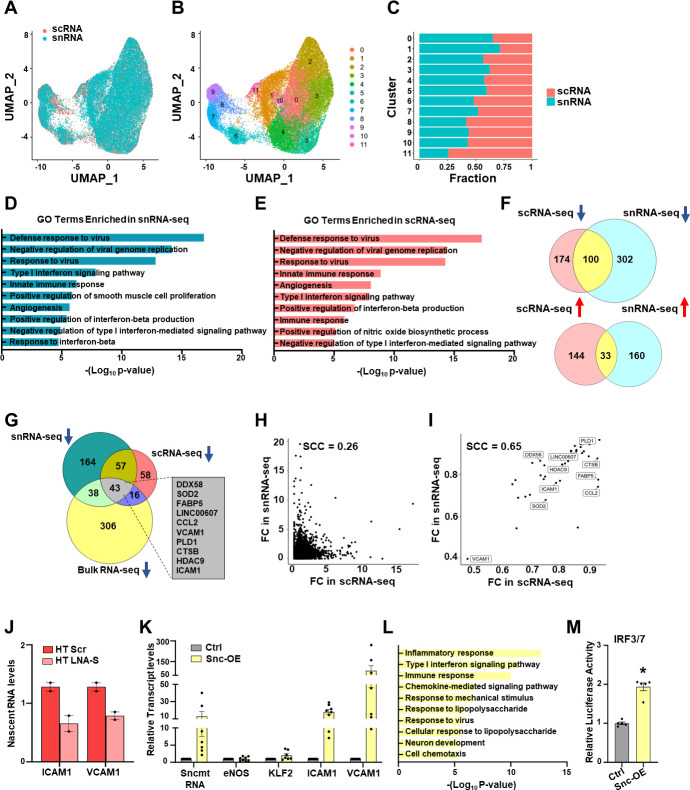
SncmtRNA regulates the transcription of nuclear genes. (**A–J**) Endothelial cells (ECs) were transfected with Scr or LNA-S and exposed to HT for 72 hr in two biological replicates and then subjected to scRNA and snRNA-seq (*n* = 2). UMAP embedding colored by cells (scRNA) or nuclei (snRNA) in (**A**) or by unsupervised clustering (**B**). (**C**) Fraction of cells (scRNA) or nuclei (snRNA) in each cluster from (**B**). GO terms enriched by Snc-KD in snRNA-seq (**D**) or scRNA-seq (**E**). (**F**) Venn diagrams showing the number of common down- or upregulated differentially expressed genes (DEGs) between sc- and snRNA-seq. (**G**) Venn diagram showing the number of DEGs commonly downregulated by Snc-KD in three RNA-seq datasets. Top ranked DEGs involved in innate immune and inflammatory response among the 43 intersecting genes are shown. Correlation plot between Snc-KD-caused fold change (FC) in sn- and scRNA-seq of the commonly detected genes excluding the 43 intersecting genes (**H**) or the 43 intersecting genes (**I**). SCC are indicated. (**J**) Nascent RNA levels of ICAM1 and VCAM1 were quantified by RT-qPCR in the same batches of ECs used for sc- and snRNA-seq. ECs were infected with control AAV (Ctrl) or AAV-driven SncmtRNA overexpression (Snc-OE) for 48 hr. (**K**) RT-qPCR of respective transcripts (*n* = 8 biological replicates). (**L**) Enriched pathways (GO terms) by Snc-OE identified from bulk RNA-seq (*n* = 3 biological replicates). (**M**) Quantification of the activity of luciferase reporter driven by promoter containing IRF3/7 binding sites upon 293T cells infected by AAV (Ctrl) or Snc-OE. *p < 0.05 compared to Ctrl.

**Figure 3—figure supplement 1.**
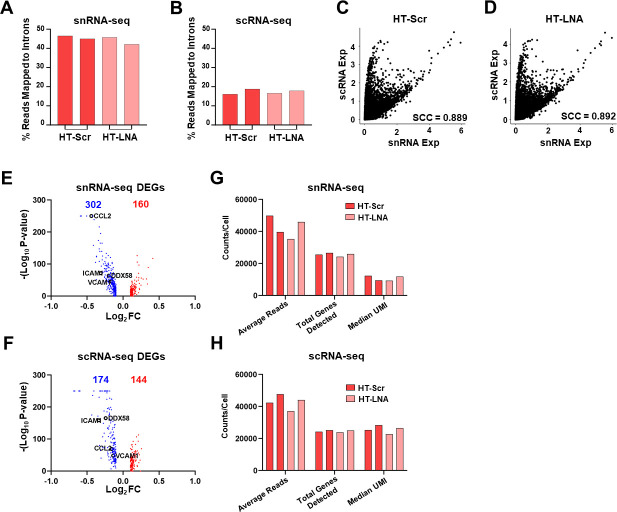
Read mapping, correlation, and number of differentially expressed genes (DEGs) of snRNA- and scRNA-seq. Percentage of reads confidently mapped to intronic regions in snRNA-seq (**A**) and scRNA-seq (**B**). Correlation plot between expression (exp) of all genes commonly captured by sn- and sc-RNA-seq in HT-treated human umbilical vein endothelial cells (HUVECs) without or without SncmtRNA-KD, that is, HT-Scr (**C**) and HT-LNA(-S) (**D**). SCC = Spearman correlation coefficient. Volcano plots showing DEGs from snRNA-seq (**E**) and scRNA-seq (**F**). Red denotes upregulated and blue denotes downregulated DEGs. Average reads per cell, total genes detected, and the median UMI per cell from snRNA-seq (**G**) and scRNA-seq (**H**).

**Figure 3—figure supplement 2.**
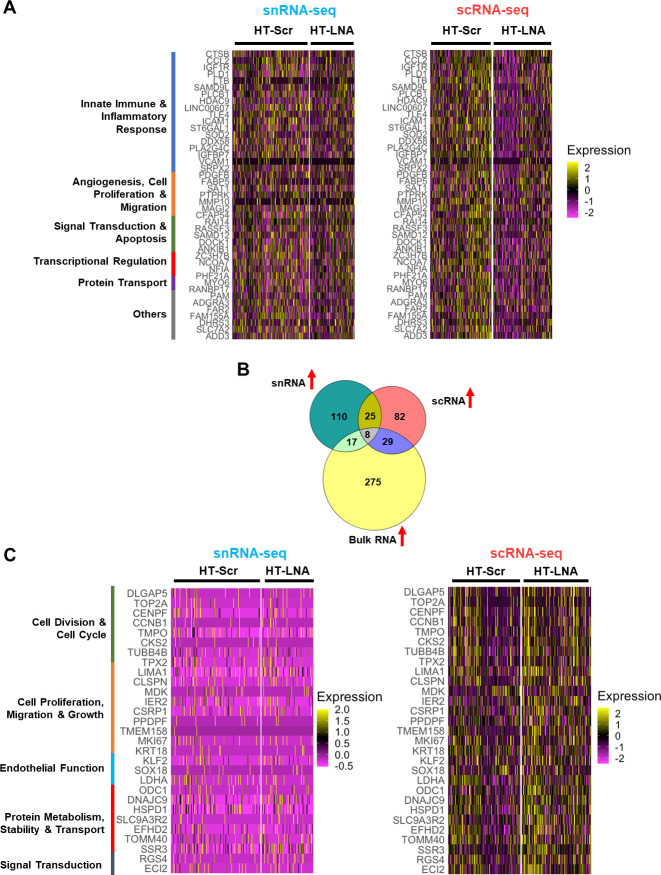
Differentially expressed gene (DEG) analysis of snRNA- and scRNA-seq data. (**A**) Heatmaps showing the expression of 43 DEGs commonly downregulated by Snc-KD in scRNA and snRNA-seq in endothelial cells (ECs) under HT. (**B**) Venn diagram showing the intersection of DEGs upregulated in bulk RNA-, scRNA-, and snRNA-seq by Snc-KD in ECs under HT. (**C**) Heatmaps showing the expression of 29 genes commonly upregulated in bulk RNA- and scRNA-seq but not in snRNA-seq by Snc-KD in ECs under HT.

Next, we identified the potential transcriptional targets of SncmtRNA by analyzing DEGs consistent between snRNA- and scRNA-seq datasets. Among common DEGs shared by sc- and snRNA-seq, 100 were downregulated and 33 were upregulated by Snc-KD, suggesting that SncmtRNA is more likely to be a transcriptional activator than suppressor (Figure 3F). Among these common DEGs, 43 were consistently downregulated in bulk RNA-seq and sn- and scRNA-seq, including *ICAM1*, *VCAM1*, *CCL2*, and *DDX58* (Figure 3G, Figure 3—figure supplement 2A). 

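The 100 genes lower in both the sc- and snRNA-seq sheets of the paper's supplementary table were followed in the bulk counts under HT. Of these, 97 passed the filter, all 97 had a negative log2 fold change with LNA-S, and 41 were lower DEGs. That is 42.3% of them, against 3.34% of the other genes tested (one-sided Fisher's exact test, p = 8.8e-34). The paper chose 43 of the genes as lower in these same libraries, so their direction was set by that choice. Of these, 43 were tested, 43 were lower, with a median log2 fold change of -0.88, and 40 were DEGs here. Under NM 42 of the 43 were lower and 16 were DEGs. The list of 43 holds 2 genes of the interferon list and 5 of the inflammatory list. The count of 41 was between 31 and 56 with 1 library left out. CCL2, on chromosome 17 from 34255274 to 34257208, fell from 1434 ± 9.66 CPM (SD, n = 2) with Scr to 901 ± 33.9 with LNA-S, a log2 fold change of -0.68 (standard error 0.089, BH-adjusted p = 0.303 from edgeR's quasi-likelihood test).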

The 43 consistently downregulated genes showed higher correlation between snRNA and scRNA-seq (SCC = 0.65) as compared to other DEGs (SCC = 0.26) (Figure 3H, I), suggesting that these genes are more likely to be regulated at the transcriptional level by SncmtRNA. Interestingly, many of these genes are involved in innate immune and inflammatory response, which were the most enriched pathways shared by DEGs identified from snRNA- and scRNA-seq (Figure 3D, E). In contrast, 29 genes were consistently upregulated upon Snc-KD in the bulk RNA- and scRNA-seq but not in the snRNA-seq data (Figure 3—figure supplement 2B, C). These genes may also be regulated by SncmtRNA but not via transcriptional regulation. Indeed, KLF2 is one such gene and its expression appears primarily regulated post-transcriptionally through miRNA-92a, which occurs in the cytoplasm (Wu et al., 2011; Fang and Davies, 2012).

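Of the 111 genes higher in the scRNA-seq sheet and not in the snRNA-seq sheet, 106 passed the filter in the bulk counts under HT, 100 had a positive log2 fold change and 23 were higher DEGs (21.7%, against 2.42% of the other genes tested, one-sided Fisher's exact test, p = 2.1e-15). With 1 library left out, between 18 and 31 genes of this larger set were higher DEGs. The paper chose its own list of 29 genes as higher in these same libraries, so their direction was set by that choice. All 29 were higher in the bulk counts here, with a median log2 fold change of 0.64, and 23 of them were DEGs.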

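In the bulk counts under HT, KLF2, on chromosome 19 from 16324826 to 16328685, rose from 6.45 ± 1.09 CPM (SD, n = 2) with Scr to 16.4 ± 3.65 with LNA-S, a log2 fold change of 1.34 (standard error 0.23, BH-adjusted p = 0.303 from edgeR's quasi-likelihood test), and it was a DEG. GENCODE lists 4 pseudogenes named after KLF2, whose reads could be split with it. Under NM it was not a DEG. The change there was 0.17 (standard error 0.50), and it was -0.24 without NM Scr replicate 1 and -0.40 without NM LNA-S replicate 2. The effects under HT and NM were not shown to differ (interaction 1.16, BH-adjusted p = 1.00).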

To test our hypothesis, we performed nascent RNA pull-down assay to demonstrate that Snc-KD indeed led to a reduction of nascent transcripts of ICAM1 and VCAM1 in ECs exposed to HT (Figure 3J). Complementarily, we overexpressed SncmtRNA (Snc-OE) in ECs using AAV9, which enters the nucleus and drives the transcription of SncmtRNA (Wang et al., 2019). Snc-OE strongly induced ICAM1 and VCAM1, but not that of eNOS and KLF2 (Figure 3K). At a transcriptome level, Snc-OE resulted in 553 DEGs (289 down- and 264 upregulated), among which similar pathways to those affected by Snc-KD, for example Type I interferon signaling and responses to virus and lipopolysaccharide were also enriched (Figure 3L). 

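For Snc-OE, ECs were infected with AAV9 carrying the SncmtRNA sequence or tdTomato (AAV-Ctrl), with 3 libraries each. The paper gives 48 hr of infection and the sample labels 72 hr. The authors processed these reads as for Snc-KD and deposited whole-number counts on 67049 identifiers of genes. The totals were 45358128, 72715057 and 60351093 for AAV-Ctrl (median 60351093) and 60892542, 42589021 and 84245709 for Snc-OE (median 60892542). Counts were filtered, scaled and tested as for Snc-KD, with DEGs at a BH-adjusted p under 0.05 and a log2 fold change beyond 2, the limits of the paper's table. SncmtRNA itself was not analysed here. MT-RNR2, on chromosome M from 1671 to 3229, was at 7545 ± 746 CPM (SD, n = 3) with AAV-Ctrl and 4336 ± 430 with Snc-OE.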

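Of 23026 genes tested, 360 were DEGs, 185 lower and 175 higher with Snc-OE. DESeq2's Wald test gave 553 DEGs. Same-numbered AAV libraries deviated together (r of 0.390 to 0.466), a pairing that the main fit left out. With the replicate number as a block the count was 562. With 1 library left out it was between 148 and 362, the lowest without Snc-OE replicate 3 (148), Snc-OE replicate 2 (168), AAV-Ctrl replicate 3 (190) and AAV-Ctrl replicate 2 (193). The higher genes with the smallest p and no overlap were RELN at 13.1 ± 0.384 CPM (SD, n = 3) with AAV-Ctrl and 136 ± 29.8 with Snc-OE, a log2 fold change of 3.38 (BH-adjusted p = 0.00144), C3 at 8.02 (BH-adjusted p = 0.00158) and IFI27 at 3.76 (BH-adjusted p = 0.00163), and the lower genes with the smallest p and no overlap included GGT5 at -3.29 and LXN at -2.90. C3 had raw counts of 1, 6 and 5 with AAV-Ctrl. GENCODE lists a pseudogene named after C3, and GPR108 overlaps C3 on the same strand, so its reads could be split with them. The interferon list had a median of 1.83, with 44 of 46 tested genes higher (BH-adjusted p = 4.1e-52 from limma's camera test over 9 list tests, 0.00864 under fry and 0.0229 with the estimated correlation), and 25 genes with a BH-adjusted p under 0.05 over all genes tested (40 adjusted over the list alone). The inflammatory list had a median of 2.93, with 33 of 34 higher (BH-adjusted p = 7.1e-67 from limma's camera test, 2.4e-05 under fry and 0.000193 with the estimated correlation). The cell cycle list had a median of -1.61, with 91 of 96 lower (BH-adjusted p = 2.1e-11 from limma's camera test), a call that held neither under fry (0.240) nor with the estimated correlation (0.351), and the median was -0.32 without AAV-Ctrl replicate 1. Fry and the estimated correlation were run without the replicate block, with which the median of this list was -1.18. ICAM1 rose from 48.7 ± 18.8 to 629 ± 281 CPM, a log2 fold change of 3.69 (standard error 0.40, BH-adjusted p = 0.00504). CCL2 rose by 2.83 (BH-adjusted p = 0.00221) and DDX58 by 1.24 (BH-adjusted p = 0.0625). MX2 had a log2 fold change of 6.34 (BH-adjusted p = 0.0587) and was not a DEG, with raw counts of 4, 1 and 2 in the AAV-Ctrl libraries and 8.52, 0.444 and 1.53 CPM in the Snc-OE libraries. It was a DEG in DESeq2's Wald test (6.31), with the replicate block (5.96), without Snc-OE replicate 1 (4.56) and without Snc-OE replicate 2 (6.86), and its adjusted p ran from 1.7e-04 to 0.253 over the alternatives. CDK1 fell by 3.00 on the log2 scale (BH-adjusted p = 0.401) and was a DEG only with the replicate block (-3.18), with adjusted p from 0.00228 to 0.775. Its change was -0.82 without AAV-Ctrl replicate 1 and -5.51 without Snc-OE replicate 1. VCAM1 did not pass the filter, with raw counts of 1, 1 and 2 in AAV-Ctrl and 174, 0 and 5 in Snc-OE. The p-values of genes come from edgeR's quasi-likelihood test. The paper proposes that SncmtRNA acts on the transcription of nuclear-encoded genes of innate immunity and inflammation. For this it draws on sc- and snRNA-seq and nascent RNA of Snc-KD cells and on RT-qPCR with Snc-OE. It also draws on the pathways that Snc-OE and Snc-KD have in common and on the luciferase assay (Figure 3).

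**Figure D4:**
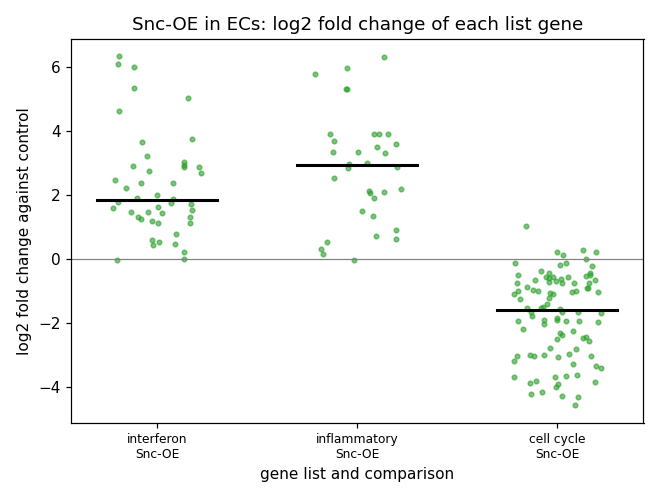
Log2 fold change of Snc-OE against AAV-Ctrl for each tested gene (points) of the interferon, inflammatory and cell cycle lists, with the median of each list as a bar. The medians lie at 1.83, 2.93 and -1.61.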

Consistently, Snc-OE in HEK-293 cells also increased the luciferase activity driven by promoters containing binding elements of IRF3/7, key TF mediating Type-I IFN signaling (Figure 3M). Collectively, these data suggest that SncmtRNA regulates the transcription of nuclear-encoded genes, exemplified by those promoting innate immune and inflammatory response.

### Nuclear localization of mitochondrial transcripts

To validate our findings on mt-caRNA beyond SncmtRNA, we extended our study to other mt-caRNAs identified from iMARGI analysis. Specifically, we performed single-molecule RNA FISH (smFISH) in ECs for MT-CYB and MT-ND5, which showed high CAL (Figure 1I–K) that was further increased by HT in ECs and have sequences feasible for smFISH probe design. We first used RNAscope, which is based on target-specific double Z probes (Wang et al., 2012) designed against MT-CYB and MT-ND5, respectively. We ensured that the sequences used for design of RNAscope probes did not match any nuclear genome at 100%, minimizing the possibility of detecting signals from NUMTs. While the positive control (*POLR2A*, a universally expressed gene) detected strong punctate signals and the negative control (*dapB*, a bacterial gene not expressed in humans) yielded no specific signals (Figure 4—figure supplement 1A, B), smFISH for MT-CYB and MT-ND5 detected signals largely overlapping with that of Mitotracker (Figure 4—figure supplement 1C, D). In contrast, smFISH with Rho^0^ cells showed no signals of either of the mtRNAs, indicating that the probes indeed detected mitochondrial transcripts (Figure 4—figure supplement 1E).

At higher magnification, confocal microscopy revealed a fraction of MT-CYB and MT-ND5 signals in the nuclei as clear puncta, which overlapped with that of DAPI in ECs under NM and significantly increased by HT (Figure 4A–C). Three-dimensional reconstruction of the confocal images visualized the MT-CYB signals embedded in the DAPI-stained nuclei in ECs under NM, which became more pervasive by HT (Figure 4D). Consistently, super resolution imaging also captured a portion of MT-CYB signals co-stained with DAPI as nuclear puncta in NM-treated ECs, which was remarkably increased after HT treatment (Figure 4E).

**Figure 4.**
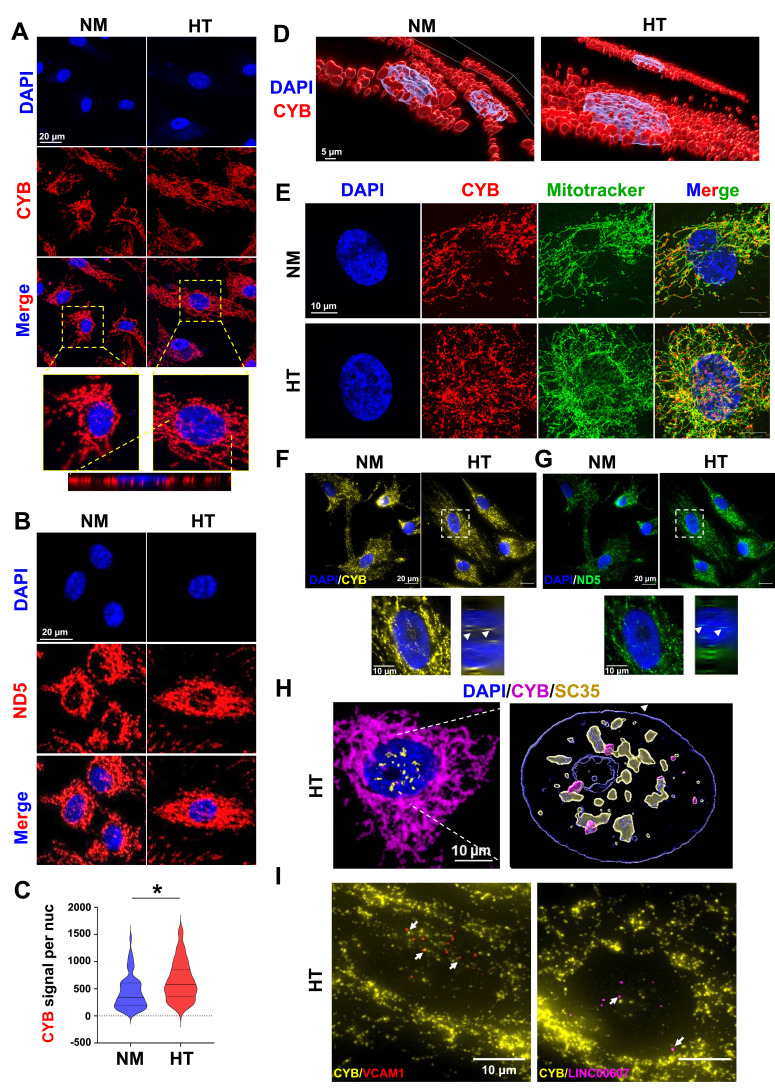
Nuclear localization of MT-CYB and MT-ND5. Human umbilical vein endothelial cells (HUVECs) were treated with NM and HT for 72 hr. Confocal images of MT-CYB (**A**) and MT-ND5 (**B**) smFISH in endothelial cells (ECs). Bottom of (**A**): orthogonal view across the vertical axis of HT-EC. (**C**) Violin plot showing the quantification of average MT-CYB signal per nucleus in NM and HT. Over 200 cells from each condition were quantified. *p < 0.05 by Mann–Whitney *U*-test. (**D**) 3D reconstruction of confocal images from (**A**). For (**A–D**) representative images from three independent experiments are shown. (**E**) Super resolution microscopic images of MT-CYB smFISH and Mitotracker deep red from a single optical plane of 0.16 µm thickness. (**F, G**) Single-molecule sequential fluorescence in situ hybridization (FISH) with probes for CYB and ND5, with DAPI staining nuclei. (**H**) Super resolution microscopic image of merged signals of smFISH for MT-CYB RNA (in magenta), immunofluorescence for SC35 protein (in yellow), and DAPI (in blue) from a single optical plane of 0.16 µm thickness (left) and the 3D reconstruction (right). (**I**) Co-sm-seqFISH for indicated pre-mRNA transcripts with MT-CYB transcript. (**H**) and (**I**) show images taken from HT-treated ECs.

**Figure 4—figure supplement 1.**
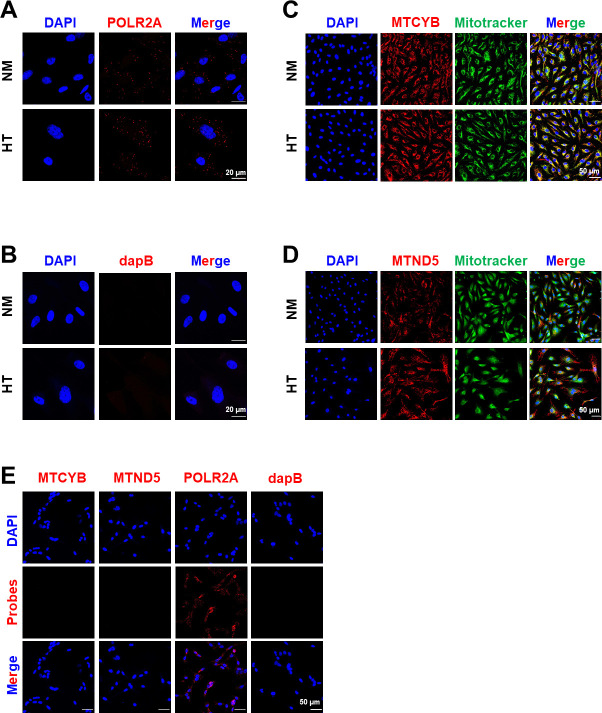
Control experiments of smFISH for MT-CYB and MT-ND5. Confocal images of *POLR2A* mRNA (in red) as positive control (**A**) and bacterial *dapB* mRNA (in red) as negative control (**B**). Confocal images of Mitotracker Deep Red (in green pseudocolor) and smFISH for MTCYB (in red) (**C**) and MTND5 (in red) (**D**) transcripts. (**E**) smFISH performed on Rho^0^ cells for indicated transcripts, with DAPI staining the nuclei.

As an independent validation, we designed separate pools of probes and performed sequential smFISH (Raj et al., 2008; Liu et al., 2020), which yielded consistent data showing the nuclear localization of MT-CYB and MT-ND5 especially in HT-treated ECs (Figure 4F, G). To test the hypothesized role of mtRNA in transcriptional activation of the nuclear genome, we performed twofold experiments: (i) smFISH for MT-CYB and co-immunofluorescence (IF) using SC35 antibody which marks nuclear speckles and actively transcribed regions (Lin et al., 2008; Kim et al., 2020) and (ii) seqFISH for MT-CYB and pre-mRNAs (using intron-targeting probes) transcriptionally induced by HT, that is, VCAM1 and LINC00607 (using probes targeting introns). As shown in Figure 4H, I, in HT-treated ECs, a fraction of MT-CYB signals overlapped those of SC35, and the signals of MT-CYB showed proximity to those of HT-induced VCAM1 and LINC00607 pre-mRNAs.

Finally, we sought for evidence that the observed phenomenon and mechanism may occur in vivo and is relevant to health and disease states. We performed smFISH on ECs freshly isolated from the mesenteric arteries of human donors. To correlate with the in vitro experiments, we selected the non-diabetic donors and those with Type 2 diabetes (T2D) according to HbA1C levels and medical record (Figure 5A). Of note, the two T2D donors each had 8 and over 20 years of diabetes and were uncompliant to treatments. In agreement with data from cultured ECs, smFISH detected nuclear MT-CYB signals in ECs from all four donors. Furthermore, T2D donor-derived ECs exhibited more nuclear localized MT-CYB puncta compared to non-diabetic donors (Figure 5B, C). Together, these data provide supporting evidence for the involvement of mt-caRNAs in endothelial dysfunction in the context of diabetes.

**Figure 5.**
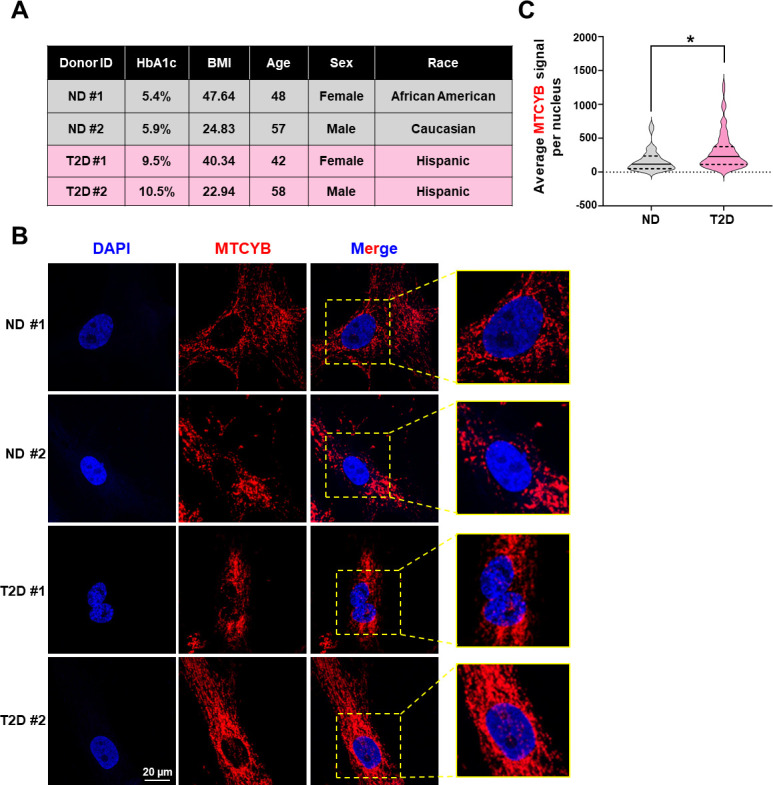
Nuclear localization of MT-CYB in donor-derived intimal cells. (**A–C**) Intimal cells were freshly isolated from mesenteric arteries of two non-diabetic (ND) and two Type 2 diabetic (T2D) donors and grown on glass coverslips. (**A**) Table showing donor information. (**B**) smFISH (RNAscope) was performed for MT-CYB transcripts (in red), with nuclear counter stain with DAPI. Representative images from >15 cells per donor are shown. (**C**) Violin plot showing the distribution of average MTCYB signal per nucleus from *n* = 34 for ND and *n* = 81 for T2D. *p < 0.05 based on Mann–Whitney *U*-test.

## Discussion

Mitochondrial–nuclear communication is essential for maintaining cellular homeostasis. Mitochondrial–nuclear retrograde signaling can be mediated through an array of molecules including but not limited to metabolites, peptides, and Ca^+^. These signaling molecules often activate TFs in the cytoplasm, which subsequently translocate into the nucleus to alter transcription. It remains an open question whether any other means of transducing retrograde signals and whether there are other types of molecules that can serve as the messenger.

To be a messenger of retrograde signaling, two criteria must be satisfied. First, this molecule must reflect certain functional status of the mitochondria. Second, this molecule must either directly or indirectly alter the epigenome and thus impact the transcription of nuclear genes. In this work, we report a widespread association of mtRNAs with nuclear chromatin. As the transcriptional output of the mitochondrial genome, mtRNA reflects the transcriptional status of the mitochondria and thus satisfies the first criterion. Furthermore, the presence of high glucose and inflammatory cytokines induced the chromatin-associated mtRNA (mt-caRNA) in human EC, confirming that the level of mt-caRNA responds to cellular stress. Mt-caRNA establishes a direct connection between mtRNA and the epigenome.

Correlated with the stress-induced increase of mt-caRNA are the transcription levels of nuclear genes including adhesion molecules ICAM1 and VCAM1, and increased monocyte–EC attachment. Depletion of a specific mt-caRNA ameliorated stress-induced transcription of nuclear genes including ICAM1 and VCAM1, and abolished the stress-induced increase in monocyte–EC attachment. Reversely, inducing this mt-caRNA in the normal condition reproduced the stress-induced transcriptional changes and the increased monocyte–EC attachment, confirming a for mt-caRNA in transcriptional regulation. These data nominate mtRNA–chromatin interaction as a means of retrograde signaling.

To ensure our discovered mt-caRNA did not originate from NUMTs, we examined the distribution of the mismatch bases between any mtRNA-aligned sequencing reads and NUMT sequences. Not only that all the several million mtRNA-aligned reads exhibited better alignment to mtRNA than any NUMTs, but most of these reads also contain five or more bases of mismatches to any NUMTs. These data suggest that most of mtRNA–nuDNA read pairs are not attributable to possible misalignments. Consistently, to target SncmtRNA, we used BLAST to ensure that the LNA-S GapmeR does not potentially target any homologous transcripts arising from NUMTs. Furthermore, the lack of any detectable signals for MTCYB and MTND5 in the Rho^0^ cells also excluded the potential possibility of capturing NUMT-derived transcripts in smFISH. Collectively, these controls should be sufficient to differentiate mtRNA from NUMT-derived RNA. Future studies on the mechanism of nuclear translocation of mtRNA are warranted.

Using SncmtRNA and ECs as an exemplar model to investigate the role of mt-caRNA in nuclear transcription, we observed a strong effect of Snc-KD (primarily in the nucleus) on nuclear transcriptome but not on mitochondrial gene expression and function. At basal (NM) condition, Snc-KD led to a strong suppression of anti-viral and Type 1 interferon response pathways in ECs. While similar effect was observed in HT-stressed EC, Snc-KD also suppressed multiple inflammatory response pathways. These findings support a positive regulation of mt-caRNA in innate immune and inflammatory response and are in line with the well-recognized role of mitochondria in innate immunity (West et al., 2011). In addition to the release of mtDNA and dsRNA by mitochondria into cytoplasm, mt-caRNA (exemplified by SncmtRNA) may also participate in the mitochondria-controlled intrinsic immune surveillance by transducing the defense signal to the nucleus. This mechanism may also ‘prime’ the cells for activation of the inflammatory response under pathological stimuli, for example diabetes-mimicking HT or bacterial infection. Indeed, Snc-KD also attenuated LPS-induced inflammatory gene expression, including DDX58, VCAM1, and ICAM1 (Figure 2—figure supplement 5). Of note, Snc-KD also had a strong effect in upregulating many cell cycle regulators, as revealed by bulk RNA-seq. However, these genes were not significant DEGs in the snRNA-seq data, suggesting that the effect of SncmtRNA on cell cycle may not be primary. It will be interesting to dissect in future studies the detailed molecular mechanisms underlying mt-caRNA-modulated nuclear transcription.

Finally, using smRNA FISH we showed that MT-CYB and MT-ND5, two other mt-caRNAs are localized in the nucleus of freshly isolated human ECs. Furthermore, their nuclear signals are increased in ECs from diabetic donors and co-localize with active transcription foci, providing in vivo and human disease relevance of mt-caRNAs. A limitation of our study is that these experiments were performed for a few mtRNAs and are with relatively low number of human donor mesenteric arteries. Future studies in ECs from different vascular beds and disease conditions are needed to generalize our findings. As suggested by iMARGI data, the chromatin attachment of mt-caRNAs is likely a more widespread phenomenon in various cell types. Given the critical nuclear–mitochondria crosstalk in most cellular functions and biological processes, our study unravels a previously unidentified mechanism by which mt-caRNA forms an additional layer for nuclear transcriptional and epigenetic regulation, which may have important implications in health and disease.

## Materials and methods

### iMARGI data analyses

iMARGI sequencing reads were processed by the iMARGI-Docker software to identify the RNA–DNA read pairs including nuRNA–nuDNA and mtRNA–nuDNA read pairs (Wu et al., 2019). The CAL in terms of normalized CPM was obtained by dividing the number of RNA–nuDNA read pairs involving this type of RNA by the number of RNAs involved in this RNA type and by the number of total RNA–DNA read pairs in the library. The CAL of each type of RNA on any type of genomic region, for example promoters, was obtained by dividing the number of RNA–nuDNA read pairs involving this type of RNA and promoter DNA sequences by the total length of promoters (in kb) and by the number of RNA–nuDNA read pairs involving this type of RNA.

### Cell culture, transfection, and infection

HUVECs tested negative for mycoplasma contamination (Cell Applications, 200-05n) were cultured in complete M199 medium supplemented with 20% fetal bovine serum (FBS; Sigma, M2520) and 1× antibiotics (penicillin–streptomycin, Gibco, 15140122). EC identity was verified by testing for expression of endothelial markers by RT-qPCR and IF. For osmolarity control (NM) samples, 25 mM D-mannitol (Fisher Scientific, M120-500) was added. For HT-treated samples, 25 mM D-glucose + 5 ng/ml TNFα (Thermo Fisher Scientific, PHC3015) were added. HEK-293 and Rho^0^ cells were cultured with DMEM (Corning 10-013-CV) supplemented with 10% FBS. For imaging experiments, ECs were cultured on coverslips (Bioptechs) pre-coated with 10 mg/ml fibronectin (Sigma F2006) and 0.01% poly-L-lysine (Millipore, A-005-C).

For SncmtRNA knockdown (Snc-KD) experiments, the LNA GapmeRs with scramble sequence or those targeting SncmtRNA (QIAGEN; sequence shown in Supplementary file 1) were transfected into HUVECs with Lipofectamine RNAiMAX and Opti-MEM (Thermo Fisher Scientific 13778150) following the manufacturer’s guidelines. Four to six hours after transfection, EC media were changed to complete M199 media containing with NM or HT conditions.

The SncmtRNA full-length cDNA sequence was synthesized by Genscript Inc and subcloned into pCMV-MCS packaging vector using ClaI and BglII sites. The control AAV vector, pAAV-CAG-tdTomato (Plasmid #59462) was a gift from Edward Boyden and obtained from Addgene (Addgene plasmid # 59462). HEK293A cells were co-transfected with RepCap, pHelper, and the SncmtRNA/tdTomato plasmids with PEI at 80% confluency. The cells and media were harvested after 96 hr and centrifuged at 1000 rpm for 10 min at 4°C. The pellets were resuspended in phosphate-buffered saline (PBS) containing 0.0001% pluromic F68 and 200 mM NaCl and freeze–thawed in liquid nitrogen. The cell debris were pelleted at 3220 g for 15 min at 4°C and the supernatant containing the cleared lysate and virus was filtered through a 0.45-µm PES membrane before resuspending in PEG solution.

The IRF3/IRF7 luciferase reporter was constructed by subcloning 3× IRF3/7 binding element (GTCAGGAGAAGGAAACCTTC) into the Sal I and HindIII sites in the pGL3-basic (Promega E1751) backbone vector. HEK-293 cells were co-transfected with Renilla and IRF3/7 using Lipofectamine 2000 (Thermo Fisher Scientific) following the manufacturer’s protocol. After 48 hr, cells were lysed using Reporter Lysis Buffer (Promega) and the luciferase activity was measured using the Luciferase Assay System (Promega, Cat # E4030) following the manufacturer’s guidelines.

### FISH for SncmtRNA

FISH for SncmtRNA was performed using a FAM-labeled LNA-S probe (sequence shown in Supplementary file 1) following Stellaris RNA FISH protocol for adherent cells available online at https://www.biosearchtech.com/support/resources/stellaris-rna-fish/stellaris-protocols/ with slight modifications. A FAM-labeled LNA probe with scrambled sequence was used a control. Briefly, cells were grown and fixed on coverslips using 4% paraformaldehyde (PFA). Cells were permeabilized in 70% ethanol for 1 hr followed by hybridization with the probe (200 nM final concentration) in the Stellaris hybridization buffer overnight at 37°C. Subsequently, cells were washed with Stellaris wash buffers A and B, stained with DAPI, and mounted for imaging. Images were taken on Zeiss LSM 880 in Airyscan mode.

### RNA extraction and quantitative PCR

Total RNA was isolated from cells using TRIzol according to the manufacturer’s protocol. TURBO DNase (Thermo Fisher Scientific, AM2238) was used to eliminate genomic DNA before reverse transcription with SuperScript IV Reverse Transcriptase (Thermo Fisher Scientific, 18090010) using random hexamer primers. qPCR was performed with Bio-Rad SYBR Green Supermix on Bio-Rad CFX Connect Real Time system. For detecting MT-RNR2-derived transcripts, the extension time per cycle was increased from the standard 30 to 45 s. All primer sequences used for qPCR amplification are listed in Supplementary file 1.

### Subcellular fractionation

To isolate RNA from the nuclear and cytoplasmic fractions, HUVECs were collected in 1× PBS using a cell scraper. The cells were pelleted at 300 × *g* for 10 min, resuspended in nuclear isolation buffer (1.28 M sucrose, 40 mM Tris–HCl pH 7.5, 20 mM MgCl_2_, 4% Triton X-100, 1× protease inhibitor, 1× phenylmethylsulfonyl fluoride (PMSF), and recombinant RNase inhibitor), and incubated on ice for 20 min while vortexing every 5 min. After 20 min, the cell lysates were centrifuged at 2500 × *g* for 15 min in a swing bucket centrifuge. The supernatant containing the cytoplasmic fraction and the pellet containing the nuclear fraction were used to isolate RNA using TRIzol LS and TRIzol, respectively. RNA isolation from nucleoplasmic and chromatin fraction was performed as described previously (Calandrelli et al., 2020).

To isolate RNA from the mitochondrial fraction, we followed a protocol described by Dhir et al., 2018 using MACS mitochondrial isolation kit (Miltenyi Biotec, #130-094-532). Briefly, cell pellets were resuspended in 500 µl lysis buffer provided with the kit, homogenized using a 25 G needle, made up to 10 ml with 1× separation buffer, and incubated with 50 µl TOM-22 beads for 1 hr with rotation at 4°C. Following the incubation, the bound fractions were eluted into 1 ml separation buffer using the MACS LS columns and centrifuged at 14,000 × *g* for 15 min, followed by RNA extraction using TRIzol.

### Bulk RNA-sequencing and analysis

Total RNA libraries were prepared using the KAPA mRNA HyperPrep Kit (Roche Diagnostics) following the manufacturer’s manual. For analysis, raw sequencing reads were processed using Trim Galore and the trimmed reads were aligned to the hg38 reference genome using HISAT2 (Pertea et al., 2016). HTseq (Anders et al., 2015) was used to generate counts and DESeq2 (Love et al., 2014) was then used to perform differential gene expression analysis with default parameters (genes with p-values <0.05 and Log_2_ fold-change > |0.5| were considered significant differently expressed genes).

### Monocyte adhesion assay

Leukapheresis products and discards were obtained from consented research participants (healthy donors) under protocols approved by the City of Hope Internal Review Board (IRB #09025). Peripheral blood mononuclear cells (PBMCs) were isolated by density gradient centrifugation over Ficoll-Paque (GE Healthcare) followed by multiple washes in PBS/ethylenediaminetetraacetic acid (EDTA) (Miltenyi Biotec). Cells were rested overnight at room temperature on a rotator, and subsequently washed and resuspended in complete X-VIVO. Up to 5 × 10^9^ PBMC were incubated with anti-CD14 microbeads (Miltenyi Biotec) for 30 min at room temperature and magnetically enriched using the CliniMACS system (Miltenyi Biotec) according to the manufacturer’s protocol. The monocytes were labeled with CellTracker Green CMFDA Dye (Thermo Fisher Scientific) and incubated with monolayer HUVECs (4 × 10^3^ cells per cm^2^) for 15–30 min in a cell culture incubator. The nonattached monocytes were then washed off with complete EC growth medium. The attached monocyte numbers were quantified on Cytation1 Cell Imaging Multi-Mode Reader (BioTek) using green fluorescent channel. Average numbers per condition were calculated from two randomly selected fields of technical duplicates.

### FUCCI analysis

Cell cycle analysis was performed using the Premo FUCCI Cell Cycle Sensor kit (Thermo Fisher Scientific; Cat # P36237) following the manufacturer’s protocol. Briefly, Premo geminin-GFP and Premo Cdt1-RFP were added to the EC culture medium at 80 particles per cell. Cdt1 levels are highest during G1, while Geminin levels are highest during the S, G2, and M phases. Thus, tracking the fluorescence will enable monitoring cell cycle progression overtime. Twenty-four hours later, cells were imaged using Cytation1 Cell Imaging Multi-Mode Reader (BioTek). Green fluorescent channel was used for GFP, and red fluorescent channel for RFP. The number of cells with red fluorescence (indicative of G1 phase), yellow fluorescence (indicative of G1/S transition), and green fluorescence (indicative of G2/M) was counted from at least 4 fields per condition and five independent experiments.

### scRNA- and snRNA-sequencing and analysis

HUVECs treated with HT and transfected with LNA in biological replicates were processed following the Drop-seq protocol from 10× Genomics. For scRNA-seq, ECs were washed, trypsinized, and suspended into a single-cell solution for the library preparation using 10× Genomics Chromium 3.1’ expression kit as previously described (Calandrelli et al., 2020). For snRNA-seq, cells were first washed with 1× PBS + 0.04% bovine serum albumin (BSA), pelleted at 300 × *g* for 5 min, and resuspended in 100 µl of freshly prepared lysis buffer (10 mM Tris–HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Tween-20, 0.1% Nonidet P40 Substitute, 0.01% Digitonin, 1% BSA). The cells were then lysed on ice for 5 min, checked for nuclear integrity under microscope, and washed three times in wash buffer (10 mM Tris–HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Tween-20, 1% BSA). The resulting nuclei underwent the Drop-seq protocol with 10× Genomics Chromium 3.1’ expression kit.

scRNA- and snRNA-seq data were processed using the standardized pipeline provided by 10× Genomics. The reads were aligned to both intronic and exonic regions of the human hg38 reference genome by utilizing include-introns command during alignment with Cell Ranger. Seurat R package (v3) was used following well-established filtering steps to remove genes expressed in <3 cells and cells expressing <200 genes. For the differential analysis between HT-Scr and HT-LNA conditions, rare cells/nuclei with very high numbers of genes (>8500 and 7000 genes for scRNA- and snRNA-seq, respectively; potential multiplets) and cells/nuclei with high mitochondrial read percentages (>15% for scRNA-seq and >25% for snRNA-seq) were removed. HT_Scr and HT_LNA samples were first separately normalized with ‘sctransform’ and then integrated into one dataset based on Seurat-selected anchor genes. This integrated dataset was used for clustering analysis. Clusters of nuclei were identified by Seurat based on shared nearest neighbor using the first 10 principal components as input resolution = 0.5. Differential expression analysis was performed using the Wilcoxon test with default parameters in Seurat. The threshold for the avg_logFC was set to be 0.1.

### Nascent RNA pull-down

Nascent RNA pull-down assay was performed as previously reported (Calandrelli et al., 2020). Briefly, ECs were synchronized by serum starvation with M199 + 2% FBS for 6 hr. Nascent/newly synthesized RNA were labeled with 5-ethynyl uridine (EU) at 200 µM final concentration and incubated for 24 hr. Total RNA was then isolated from the cells and 3 µg of total RNA was used to capture nascent RNA using the Click-iT Nascent RNA Capture Kit (Thermo Fisher Scientific, C10365) following the manufacturer’s protocol.

### smFISH, co-smFISH-IF, and confocal and super-resolution microscopy

smFISH shown in Figure 4A–E, H and Figure 4—figure supplement 1 were performed using RNAscope Multiplex Fluorescent V2 Assay (ACDBio, 323100) following the manufacturer’s protocol. Briefly, cells were fixed with 4% PFA for 30 min at room temperature, ethanol-dehydrated, pre-treated with hydrogen peroxide (H_2_O_2_) for 10 min at room temperature, and permeabilized with Protease III (1:10 dilution) for 30 min at room temperature prior to probe hybridization following recommended protocol. RNAscope Probe – Hs-MT-CYB (Cat # 582771) and RNAscope Probe – Hs-MT-ND5-C2 (Cat # 539451-C2) were used to detect human mitochondrial MT-CYB and MT-ND5 transcripts, respectively. Following hybridization, the RNAscope assay was developed following the manufacturer’s protocol. Opal dyes 570 or 690 were used to detect the mitochondrial transcripts. To image mitochondria and mitochondrial transcripts simultaneously, cells were incubated with MitoTracker Deep Red FM (Thermo Fisher Scientific, M22426) at 100 nM final concentration in serum-free media for 30 min prior to fixing.

smFISH combined with IF was performed using the RNA-Protein Co-Detection Ancillary Kit (ACDBio, Cat # 323180) along with the RNAscope Multiplex Fluorescent V2 Assay (ACDBio, Cat # 323100) following the manufacturer’s protocol. Briefly, cells were fixed as in smFISH and blocked with co-detection antibody diluent for 30 min at room temperature prior to incubating with anti-human SC35 (Abcam, Cat # ab11826) at 1:50 dilution overnight at 4°C. Cells were washed twice with 1× PBST (1× PBS Ca^2+^ and Mg^2+^ free + 0.1% Tween-20) and fixed again with 4% PFA before proceeding with permeabilization and RNAscope assay as abovementioned. After completing the final step of the RNAscope assay, the cells were incubated with secondary antibody anti-mouse Alexa 488 (Thermo Fisher Scientific, Cat # A-11008) at 1:200 dilution for 30 min at room temperature, washed twice with 1× PBST and mounted for imaging. DAPI was used to stain the DNA in the nuclei.

Confocal microscopy was performed on Zeiss LSM 700 microscope using ×20 or ×63 water immersion lens. 3D reconstruction of confocal images was performed using Imaris software with ‘Surfaces Technology’. Super-resolution images were captured on Zeiss LSM 880 microscope using ×63 oil immersion lens in the Airyscan mode.

Image analysis for smFISH was performed using FIJI (ImageJ software) in a blinded fashion. A mask was drawn around the nuclear region (as defined by DAPI channel), and the average gray value of MTCYB signals within this mask was used to compute MTCYB signals per nucleus. Image analysis for mitochondrial network quantification was performed using ImageJ using a network analysis tool (Chaudhry et al., 2020).

smFISH shown in Figure 4F, G, I were performed following a previously published protocol (Liu et al., 2020) with modifications. The probes were designed using ProbeDealer (Hu et al., 2020) and synthesized by IDT. ProbeDealer design is based on melting temperature, GC content, exclusion of repetitive sequences, and the specificity was further confirmed by BLAST. Each probe consists of a 30-nt target region that specifically binds to transcript of interest and a 20-nt readout region that allows the binding of dye-labeled secondary oligos as previously validated (Liu et al., 2020; Chen et al., 2015). Specifically, 48 oligos for VCAM and LINC00607 and 32 oligos for MT-CYB and 45 oligos for MT-ND5 were used.

Cells were fixed with 4% PFA (EMS, 15710), permeabilized with 0.5% Triton X-100 (Sigma, T8787), and incubated in the pre-hybridization buffer with 50% formamide (Sigma, F7503) in 2× saline-sodium citrate (SSC, Invitrogen 15557-044) for 5 min at RT and then in the hybridization buffer containing 50% formamide, 0.1% yeast tRNA (Life Technologies, 15401011), 10% dextran sulfate (Millipore, S4030), and 1% murine RNase inhibitor (New England Biolabs, M0314L) in 2× SSC with 6 nM primary probes at 37°C for 24 hr. Samples were then washed with 2× SSC containing 0.1% Tween 20 at 60°C, followed by 2× SSCT wash at RT. The sample then underwent multiple rounds of sequential imaging, using Translura’s automated sequential smFISH microscope, and corresponding secondary hybridization, washing, and imaging buffers. Final concentration of the secondary oligos were 3.75 nM. Z-stack images were taken with 750 or 647 nm laser, with a step size of 600 nm and total Z-stacks range of 10 μm.

### Seahorse assay

HUVECs were assayed using the Seahorse XFe24 Analyzer (Agilent Technologies, Lexington, MA) according to the manufacturer’s instructions. Briefly, the ECs transfected with either scrambled or LNA-S targeting SncmtRNA were plated at 20,000 cells/well 48 hr post transfection and allowed to adhere overnight. The day of the assay, media was changed to Seahorse XF DMEM base medium without phenol red (Agilent, 103334-100) supplemented with 10 mM glucose, 2 mM glutamine, and 1 mM sodium pyruvate pH 7.4. OCR was measured using the XF Cell Mito Stress Test Kit (Agilent, 103015-100) following injections of 1.5 µM oligomycin, 1 µM FCCP, and 0.5 µm rotenone and antimycin.

### Donor-derived ECs

Human mesenteric artery tissue studies were conducted on deidentified specimens obtained from the Southern California Islet Cell Resource Center at City of Hope. The research consents for the use of postmortem human tissues were obtained from the donors’ next of kin and ethical approval for this study was granted by the Institutional Review Board of City of Hope (IRB #01046). T2D was identified based on diagnosis in the donors’ medical records and the percentage of glycated hemoglobin A1c (HbA1c) of 6.5% or higher. Donor-derived ECs were isolated following our published protocol (Malhi et al., 2022). Briefly, the mesenteric arteries were cut open lengthwise to expose the lumen. The intimal layer containing ECs was scraped mechanically using a scalpel in pre-warmed digestion buffer containing Collagenase D. The collected intimal cells were digested for 5 min at 37°C, washed with complete M199 medium, and then plated onto tissue culture dishes coated with attachment factor or collagen. Upon cell attachment and growth, the cells were transferred onto a cover glass for smFISH experiments.

### Statistical analysis

For all experiments, at least three independent experiments were performed. Statistical analysis was performed as indicated in the results and methods, or by using Student’s *t*-tests for two group comparisons or ANOVA with post hoc tests as appropriate for multiple group comparisons, unless otherwise indicated. For all the high-throughput sequencing data, experiments were performed in two to three biological replicates. p < 0.05 was considered statistically significant unless otherwise indicated.

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or supporting files. All high-throughput sequencing data used in this study have been deposited at GEO with accession number GSE211971. The following dataset was generated: SriramK QiZ YuanD MalhiNK LiuX CalandrelliR LuoY JinS ShiJ SalasM DangR ArmstrongB PricemanSJ WangP LiaoJ NatarajanR ZhongS ChenZB 2024Regulation of Nuclear Transcription by Mitochondrial RNANCBI Gene Expression OmnibusGSE21197110.7554/eLife.86204PMC1080304138251974 The following previously published datasets were used: CalandrelliR XuL LuoY WuW FanX NguyenT ChenCJ SriramK TangX BurnsAB NatarajanR ChenZB ZhongS 2020Stress-induced RNA-chromatin interactions promote endothelial dysfunctionNCBI Gene Expression OmnibusGSE13535710.1038/s41467-020-18957-wPMC756659633060583 CalandrelliR WenX NguyenTC ChenCJ QiZ ChenW YanZ WuW Zaleta-RiveraK HuR YuM WangY MaJ RenB ZhongS 2021Three-dimensional organization of chromatin associated RNAs and their role in chromatin architecture in human cells4D Nucleome Data Portal4DNESNOJ7HY7 CalandrelliR WenX NguyenTC ChenCJ QiZ ChenW YanZ WuW Zaleta-RiveraK HuR YuM WangY MaJ RenB ZhongS 2021Three-dimensional organization of chromatin associated RNAs and their role in chromatin architecture in human cells4D Nucleome Data Portal4DNES9Y1GHK4 CalandrelliR WenX NguyenTC ChenCJ QiZ ChenW YanZ WuW Zaleta-RiveraK HuR YuM WangY MaJ RenB ZhongS 2021Three-dimensional organization of chromatin associated RNAs and their role in chromatin architecture in human cells4D Nucleome Data Portal4DNESIKCVASO

# Supplementary material for: Regulation of nuclear transcription by mitochondrial RNA in endothelial cells
**Source:** eLife. 2024 Jan 22;13:e86204. doi: 10.7554/eLife.86204
**Supplement:** Figure 2—source data 1. — The expected PCR product formed in presence of RT (+) is indicated in solid red box and the gel image used for Figure 2B is indicated in dashed red box.

## Slide 1
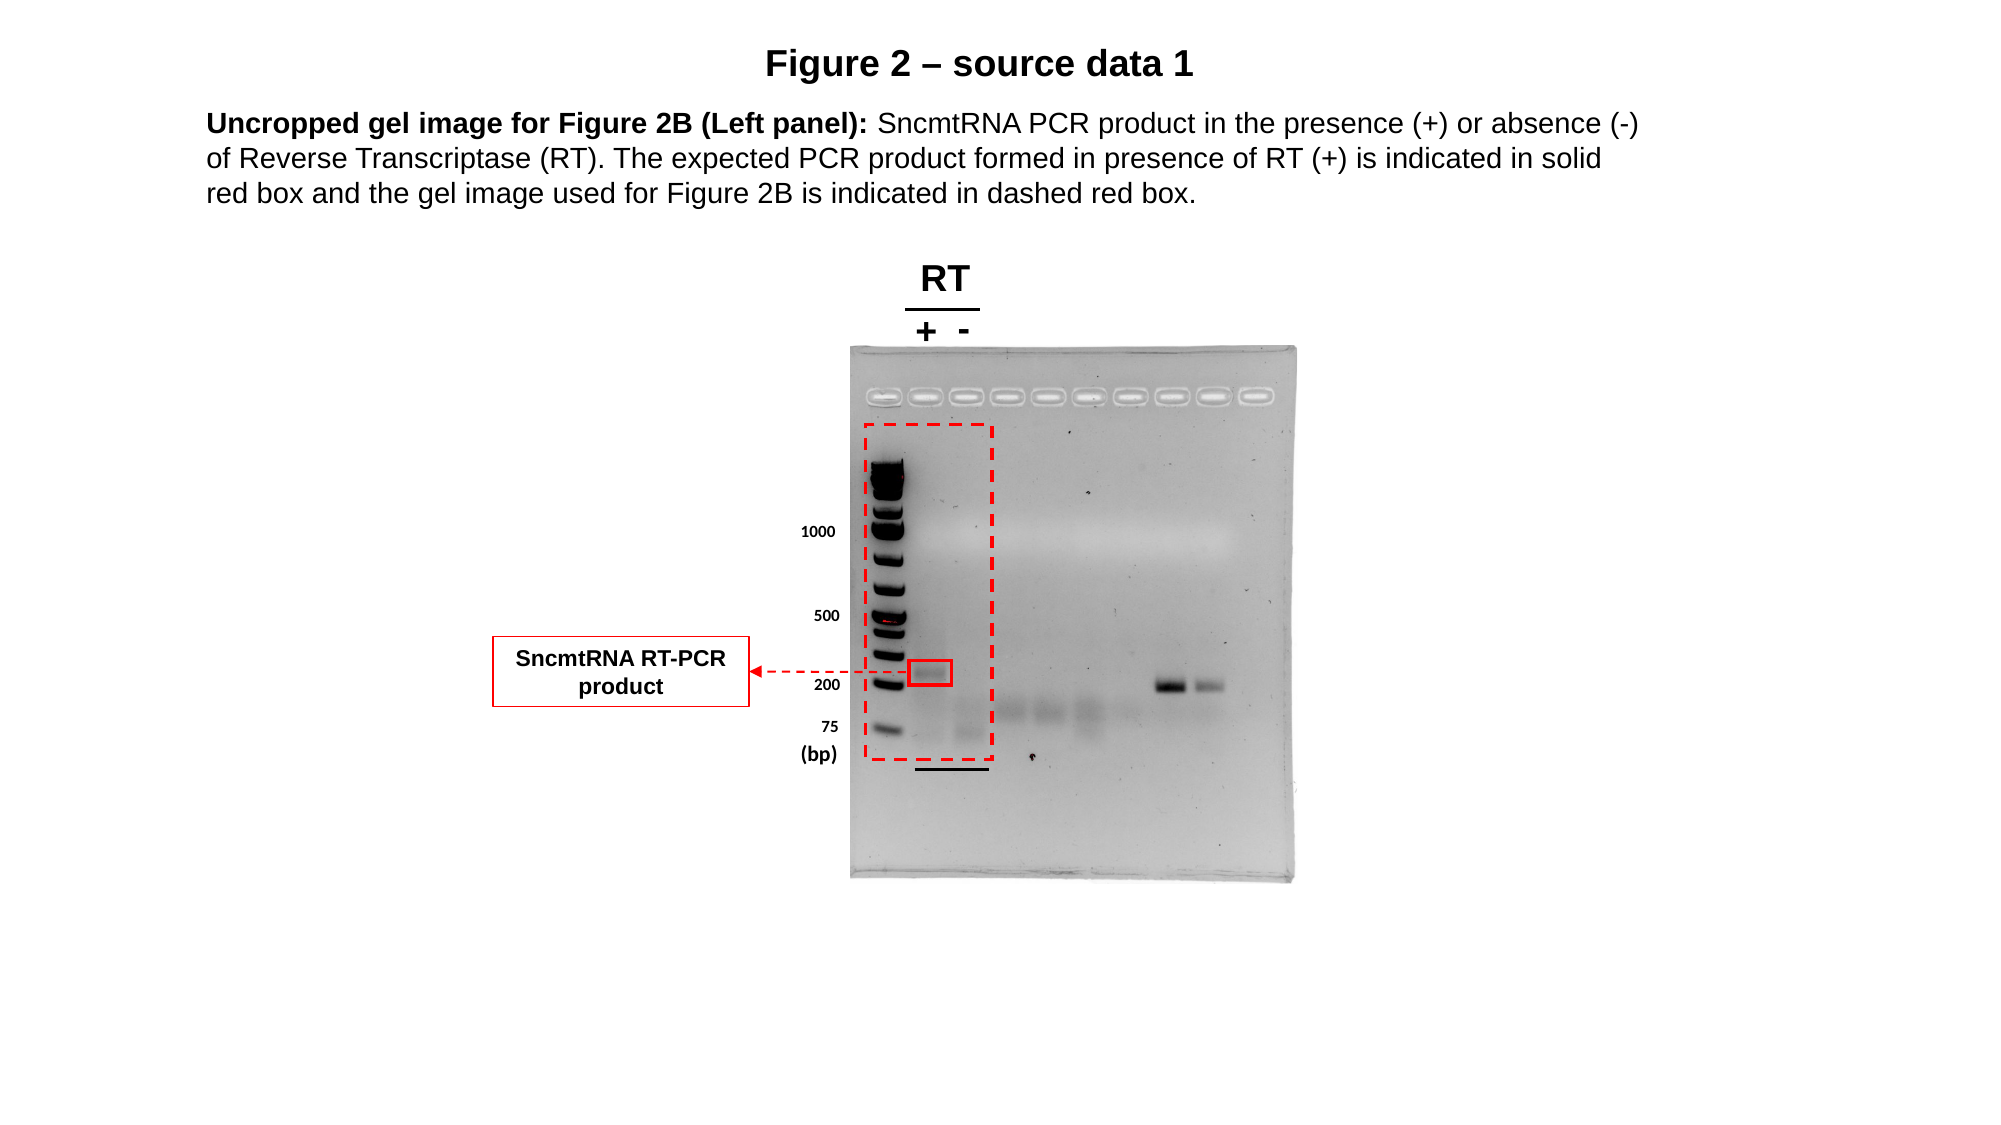

Figure 2 – source data 1
Uncropped gel image for Figure 2B (Left panel): SncmtRNA PCR product in the presence (+) or absence (-) of Reverse Transcriptase (RT). The expected PCR product formed in presence of RT (+) is indicated in solid red box and the gel image used for Figure 2B is indicated in dashed red box.
RT
-
+
1000
500
SncmtRNA RT-PCR product
200
75
(bp)

# Supplementary material for: Regulation of nuclear transcription by mitochondrial RNA in endothelial cells
**Source:** eLife. 2024 Jan 22;13:e86204. doi: 10.7554/eLife.86204
**Supplement:** Figure 2—source data 2. — The PCR products formed for 16S rRNA, SncmtRNA, and β-actin are indicated in solid red box and gel image sections used for Figure 2B are indicated in dashed red box.

## Slide 1
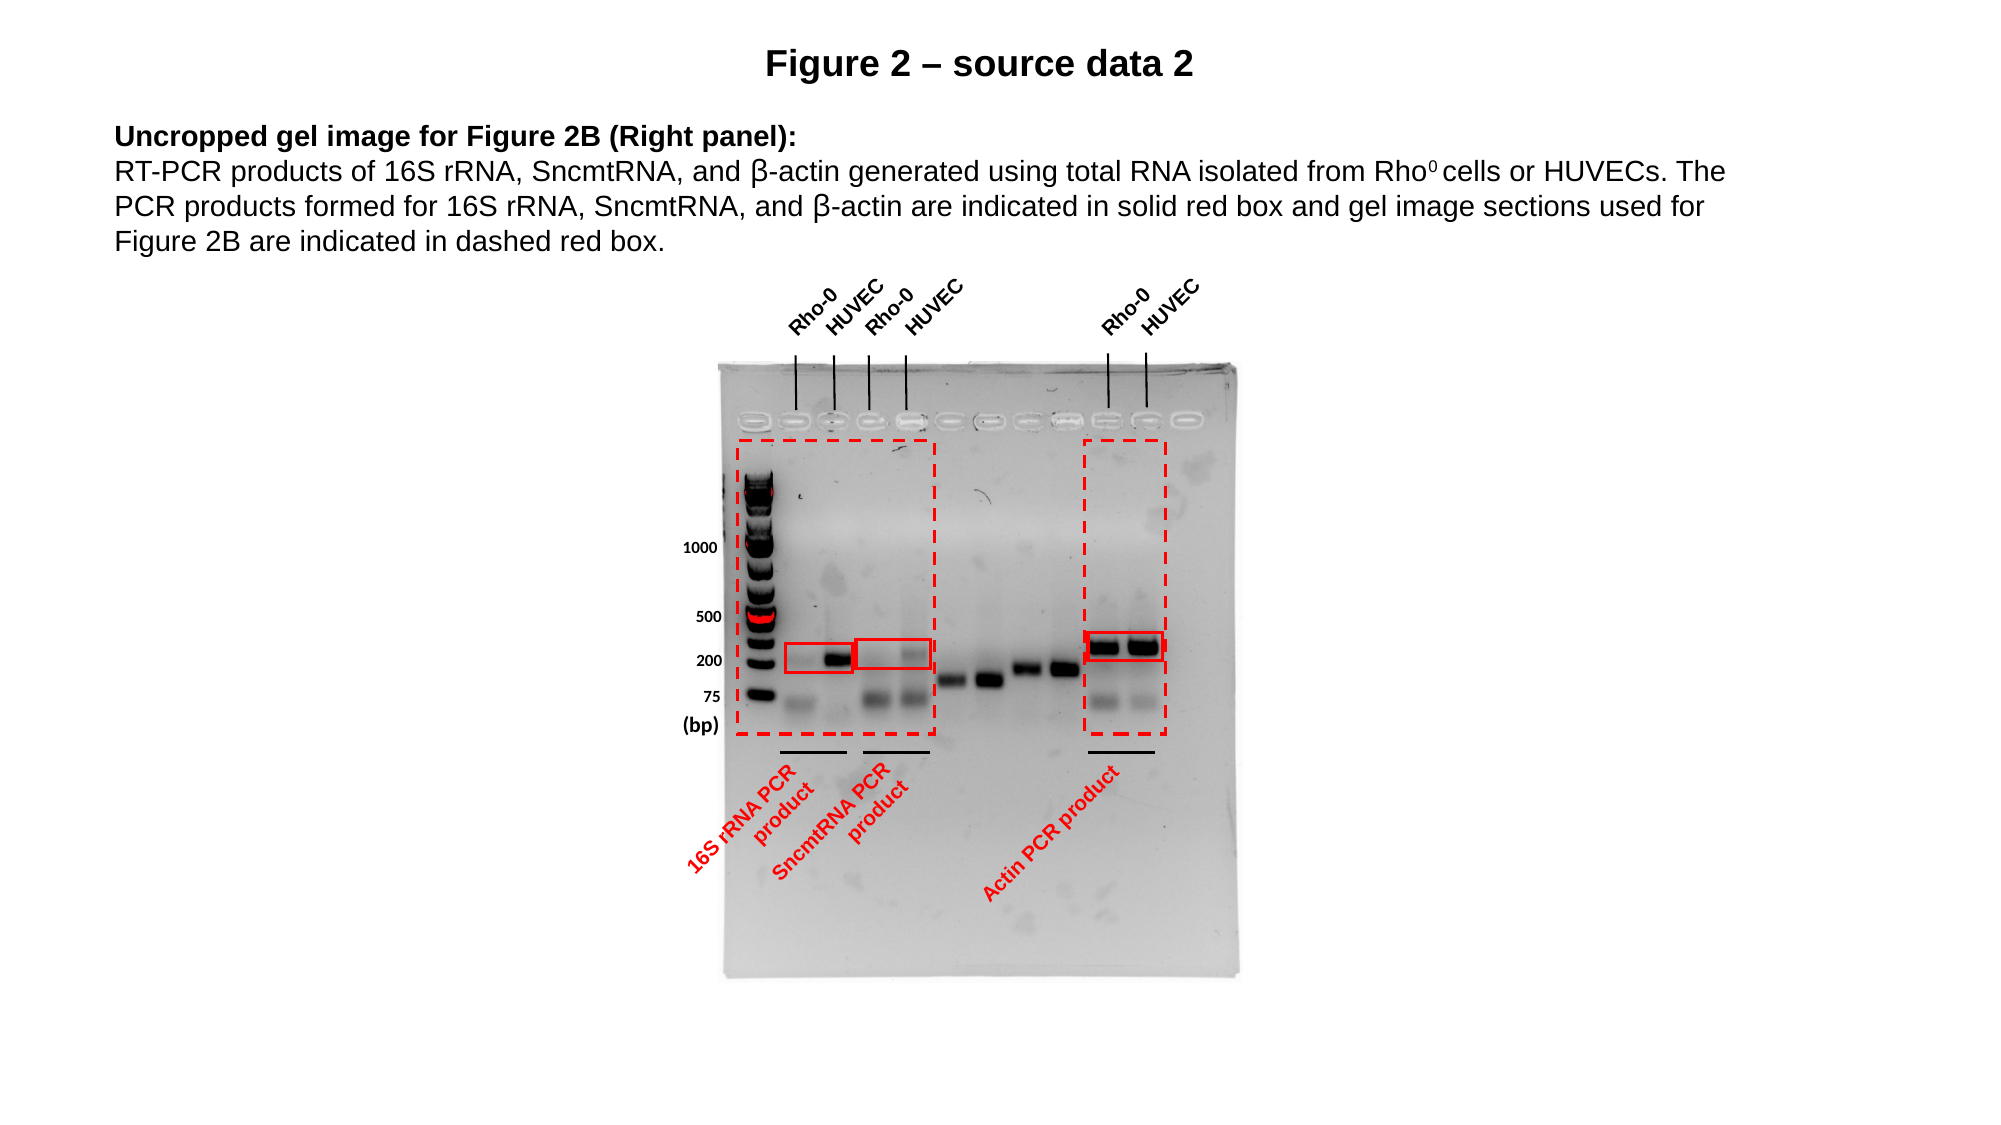

Figure 2 – source data 2
Uncropped gel image for Figure 2B (Right panel):
RT-PCR products of 16S rRNA, SncmtRNA, and β-actin generated using total RNA isolated from Rho0 cells or HUVECs. The PCR products formed for 16S rRNA, SncmtRNA, and β-actin are indicated in solid red box and gel image sections used for Figure 2B are indicated in dashed red box.
HUVEC
HUVEC
HUVEC
Rho-0
Rho-0
Rho-0
1000
500
200
75
(bp)
16S rRNA PCR product
SncmtRNA PCR product
Actin PCR product

# Supplementary material for: Regulation of nuclear transcription by mitochondrial RNA in endothelial cells
**Source:** eLife. 2024 Jan 22;13:e86204. doi: 10.7554/eLife.86204
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and Methods section |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Primers and LNA GapmeRs: Supplementary File 1  NGS data: GEO accession no. GSE211971 |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods section |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Materials and Methods section, Figure 5 |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. | Figure 5 |  |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Materials and Methods,  Donor EC isolation: Ref#54 |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  |  |
| Randomisation |  |  |
| Blinding |  |  |
| Inclusion/exclusion criteria |  |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Results section and/or figure legends |  |
| Define whether data describe technical or biological replicates. | Results section and/or figure legends |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods section |  |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  |  |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Figure legends and Materials and Methods section |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data and materials availability section |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Data and materials availability section |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Results section, Materials and Methods section |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | iMARGI: Ref# 32, 34 scRNA/snRNA-seq: Ref# 34 Bulk RNA-seq: Ref# 49,50,51 |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

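Bulk RNA-seq was analysed in ECs with Snc-KD (8 libraries, 2 in each of NM Scr, NM LNA-S, HT Scr and HT LNA-S) and with Snc-OE (6 libraries, 3 AAV-Ctrl and 3 Snc-OE). Samples were grouped by their labels and the paper. The authors trimmed reads with Trim Galore, aligned them to hg38 with HISAT2 and counted them with HTSeq, and they deposited raw counts per gene without normalization. Versions, the annotation and the strand setting of the counting are not given in the sources used here. The Snc-KD counts are listed for 38557 gene symbols and 5 summary lines of HTSeq, which held 24.1 to 32.0% of the counted reads and were left out, since they name no gene. The Snc-OE counts are listed for 67049 identifiers, 7000 of them with a repeated symbol, and hold all 37 mtDNA-encoded genes. The Snc-KD lists hold 0 of these 37, so results on mtDNA-encoded genes under Snc-KD were not computed.

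Totals on genes ran from 15645296 to 27703141 for Snc-KD and from 42589021 to 84245709 for Snc-OE. In the libraries of each group the chi-square of the counts per degree of freedom was between 25.9 and 304, so no pair differed by less than the sampling noise.

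Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered by filterByExpr (minimum count 10, minimum total 15), scaled by TMM and tested with glmQLFit and glmQLFTest with robust estimation. The Snc-KD comparisons used only the 4 libraries of one medium, and the interaction used all 8. DEGs were called at p under 0.05 and a log2 fold change beyond 0.5 for Snc-KD and at BH-adjusted p under 0.05 and beyond 2 for Snc-OE. CPM values carry the TMM scaling. Gene lists (interferon, inflammatory, cell cycle, mtDNA-encoded, mitochondrial biogenesis, endothelial and stromal) were written before the counts were examined, after the paper's supplementary tables had been read. They were tested with camera (preset correlation 0.01), and with fry and an estimated correlation beside it. The sc- and snRNA-seq lists were taken from the paper's supplementary table.

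The genes named are those the paper names and, in each comparison, the 3 genes with the smallest p in each direction past the threshold (BH-adjusted p under 0.05, or the DEG limits where fewer than 3 passed) whose groups do not overlap. Genes on the sex chromosomes are not listed by gene, and 1 further result is not reported here. Coordinates are those of GENCODE release 44 on hg38. Where GENCODE lists a pseudogene or an overlapping gene beside a named gene, its reads can be split with it.

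The count test was tested on simulated data, with 200 genes changed at the real means and library sizes. Under NM it recovered 96.5% of them at p under 0.05 and 60.0% after BH adjustment, and called 4.68% of unchanged genes at p under 0.05. Under HT these were 99.5%, 96.5% and 3.25%, for HT in Scr cells 98.0%, 66.5% and 4.89%, and for Snc-OE 96.5%, 78.0% and 4.40%. The share of false genes among BH calls was 7.69%, 11.5%, 5.00% and 7.69%. The median log2 fold change estimated for strongly changed genes was 3.05 (NM), 2.96 (HT), 2.86 (HT in Scr cells) and 2.90 (Snc-OE). The recovered shares are not split by size of change, so they do not give the power for smaller changes. They also do not show the power where same-numbered libraries deviate together, as the real ones did. Having no BH-adjusted gene in a Snc-KD comparison is therefore not evidence against such changes.

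The replicate numbers of the Snc-OE libraries come from the sample labels. Deviations from the group means of same-numbered libraries correlated at 0.466, 0.390 and 0.428 across 23026 genes, so the numbers pair these libraries. The main Snc-OE fit did not use these pairs, and results with the replicate block are given beside it. The Snc-KD libraries have 2 pairs per comparison and the labels name no shared batch, so their numbers were not taken as pairs. Alternatives tried were DESeq2's Wald and likelihood-ratio tests, DESeq2 size factors and total counts as scaling, no filter beyond 1 count in any library and at least 10 counts in every library, the replicate block, all 8 libraries in one fit, other thresholds, and leaving out each library in turn. LNA-S sites were searched in hg38 with up to 2 mismatches on the sense strand of gene bodies, and 99 shuffled targets were searched the same way.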

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

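The comparison of the lists between NM and HT by the interaction was set before the counts were examined, while fry, the estimated correlation and the fits with 1 library left out for the interaction of the lists, and the tests on cells of another type and on correlated genes, were chosen after the results were seen.

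With all 8 libraries, the interferon list fell more with Snc-KD under HT than under NM, and the cell cycle list rose more. The interaction median was -0.53 for the interferon list (47 of 49 genes lower, BH-adjusted p = 2.4e-06 from limma's camera test over 31 list tests) and 0.35 for the cell cycle list (82 of 97 higher, BH-adjusted p = 1.8e-14). Genes that move together between replicates are one candidate explanation for these small p-values. The lists did not pass with the correlation estimated from the 8 libraries, where p was 0.393 and 0.180, nor under fry (0.694 and 0.429), so a difference between NM and HT is not shown. Single libraries decide both values. The interferon interaction was 0.58 without HT Scr replicate 2, lost its call without NM Scr replicate 2 (-0.35), NM LNA-S replicate 1 (-0.22) or HT LNA-S replicate 1 (-0.069), and was -0.89, -1.12 and -0.97 without NM Scr replicate 1, HT Scr replicate 1 and HT LNA-S replicate 2. The cell cycle interaction was -0.033 without NM Scr replicate 1, 0.61 without NM Scr replicate 2 and 0.12 without HT LNA-S replicate 1. No gene had a BH-adjusted p under 0.05 for the interaction in edgeR's quasi-likelihood test, with 52 at an unadjusted p under 0.05 and 0 adjusted in DESeq2's Wald test. A dependence of the effect of SncmtRNA on HT stays open.

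RELN, C3 and IFI27, which the paper does not discuss, rose with Snc-OE by a log2 fold change of 3.38, 8.02 and 3.76, in 3 of 3 Snc-OE libraries above every AAV-Ctrl library (BH-adjusted p of 0.00144, 0.00158 and 0.00163 in edgeR's quasi-likelihood test, and the direction held in all 10 alternatives for each). They were the genes with the smallest p among those higher. Cells of another type in the cultures would bring their own abundant genes. The stromal list, with 8 of 13 genes tested, was lower with Snc-OE, at a median of -1.78 (7 of 8 lower, BH-adjusted p = 7.8e-05 from limma's camera test over 31 list tests, 0.0245 under fry and 0.0761 with the estimated correlation). This argues against stromal cells as the source. The test has limits. Some genes of the list had been seen in the paper's Snc-OE table when it was drawn up, and its 3 most abundant genes changed least, MMP2 by 0.24, FBN1 by -0.0060 and COL6A3 by -0.072. Cell types outside that list were not tested. C3 was at 1, 6 and 5 counts with AAV-Ctrl, so the size of its change is loose. IFI27 is also on the interferon list. A response to the SncmtRNA sequence, to the AAV preparation or to the difference between the 2 vectors cannot be separated by this design, and no biological explanation was tested.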

How the results depend on the processing

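The alternatives were set before the data were examined, except the likelihood-ratio test on genes with an adjusted p, the identifiers outside GENCODE, and all alternatives for the interaction of the lists, which were chosen after the results were seen. Causes of the changes below were not tested unless the setting itself shows one.

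Of 22 results over groups or lists with 290 alternatives, 210 kept direction and threshold, 39 moved a count or share, 30 lost and 1 gained the threshold and 10 changed direction. Of 110 results on single genes with 998 alternatives, 900 were the same, 25 lost and 28 gained the threshold and 45 changed direction.

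For Snc-KD DEGs under NM (309), the count was 573 with no filter beyond 1 count, 619 with all 8 LNA libraries in one fit, 927 with DESeq2's likelihood-ratio test and the replicate block, and 0 at BH-adjusted p under 0.05. Leaving out 1 library gave 198 to 1286. Without NM Scr replicate 1 the split was 800 higher and 486 lower. Under HT (880) the count was 0 at BH-adjusted p under 0.05 and 523 to 1196 with 1 library left out. HT DEGs in Scr cells (2243) were 3601 with no filter, 0 at BH-adjusted p under 0.05, and 781 to 5774 with 1 library left out. Their higher share went from 45.9% to 34.5% with total counts without TMM, which moved the median of all genes to -0.10. Snc-OE DEGs (360) were 187 with at least 10 counts in every library, which tests 18852 genes, 562 with the replicate block, 553 with DESeq2's Wald test, 551 with its likelihood-ratio test, 3759 at p under 0.05 and a log2 fold change beyond 0.5, and 148 to 362 with 1 library left out. The interaction stayed at 0 genes in all 14 alternatives. Its block used the same replicate term in both media, while same-numbered libraries deviated together only within a medium. So no alternative removed that deviation. In the main fit 0.347% of genes had p under 0.05, fewer than unchanged genes would give. The 0 genes are therefore weak evidence against a difference. The blocked fit changed no Snc-OE call of the interferon, inflammatory and cell cycle lists in limma's camera test with the preset correlation. Other lists, fry and the estimated correlation were not tried with the block. MX2 and CDK1 gained a call with it (5.96 and -3.18).

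Shared Snc-KD DEGs (138) were 213 with no filter and 63 to 266 with 1 library left out. The share of HT-induced genes lower with Snc-KD (87.9%) was 84.5% with DESeq2's Wald test, 81.9% with no filter and 65.1 to 93.0% with 1 library left out, the lowest without NM Scr replicate 1. Opposite directions of Snc-OE and Snc-KD under HT (67.6%, p = 0.0450, Fisher's exact test, one-sided) were 72.6% (p = 0.000365) with DESeq2's Wald test, 69.4% (p = 0.00873) with no filter, 65.7% (p = 0.0646) with total counts, 64.0% (p = 0.144) with at least 10 counts, and 48.1 to 81.8% with 1 library left out, reversed without HT LNA-S replicate 1. In the same exact test the call was lost without any 1 of the 6 AAV libraries (p of 0.0528 to 0.421) and without HT Scr replicate 1 (0.126).

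In the Snc-KD data the replicate block is a check of numbers that the labels share. Same-numbered libraries deviated together within a medium (r of 0.770 under NM and 0.729 under HT, across 14995 genes) and not across media (at most 0.124). With the replicate block, DEGs were 1761 under NM and 1719 under HT, shared DEGs 788, genes lower in bulk and in sc- and snRNA-seq 67, and the share of HT-induced genes lower with Snc-KD 82.3%, and opposite directions of Snc-OE and Snc-KD under HT 80.7% of 171 genes. Genes with a BH-adjusted p under 0.05 and the 0.5 limit were 1025 under NM and 1289 under HT, and 5 of the 6 genes named with the iMARGI set passed BH adjustment. With the block VCAM1 under HT was no longer a DEG (-2.23).

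For the lists, fry and the estimated correlation leave the median as it is and changed only the p. Neither was tried with the replicate block. Under fry p was 0.112 (interferon under NM, median -0.77), 0.348 (interferon under HT, -1.26), 0.0767 (inflammatory under NM, -0.43), 0.0933 (inflammatory under HT, -0.59), 0.416 (cell cycle under NM, 0.22), 0.0930 (cell cycle under HT, 0.59), 0.240 (cell cycle with Snc-OE, -1.61), 0.694 (interferon interaction, -0.53) and 0.429 (cell cycle interaction, 0.35). With the estimated correlation these were 0.0585, 0.336, 0.0775, 0.132, 0.345, 0.158, 0.351, 0.393 and 0.180. With 1 library left out, medians ran from -1.05 to -0.30 and -1.97 to -0.069 (interferon under NM and HT), -0.58 to -0.24 and -0.83 to -0.24 (inflammatory), -0.034 to 0.58 and 0.43 to 0.69 (cell cycle) and, with Snc-OE, 1.45 to 2.03, 2.79 to 3.02 and -1.95 to -0.32. The -0.034 is a reversal, without NM Scr replicate 2. The -0.069 is the value without HT Scr replicate 2. The interaction of the lists ran from -1.12 to 0.58 (interferon), -0.46 to 0.19 (inflammatory) and -0.033 to 0.61 (cell cycle). It reversed for interferon without HT Scr replicate 2 and for cell cycle without NM Scr replicate 1. The inflammatory interaction (0.035) reversed without 5 of the 8 libraries and with no filter (-0.0085), and gained a call without HT LNA-S replicate 1 (0.15).

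Single genes that changed direction were called in 0 of the settings that did so. By leaving out 1 library they were KLF2 (-0.40 to 0.75), PDE5A (-0.25 to 0.42), RND1 (-0.88 to 0.81) and POLRMT (-0.089 to 0.18) with Snc-KD under NM, POLRMT under HT (-0.037 to 0.031), MX2 for HT in Scr cells (-0.90 to 2.69), and KLF2 (-0.13 to 0.76), RND1 (-0.32 to 2.46), TFAM (-0.22 to 0.064) and POLRMT (-0.092 to 0.31) with Snc-OE. For the interaction they were DDX58 (-0.33 to 0.29), MX2 (-3.48 to 0.53), ICAM1 (-0.081 to 0.42), CCL2 (-0.42 to 1.08), ABCA6 (-0.63 to 0.36), CSF1 (-1.01 to 0.0088), RND1 (-1.62 to 0.083), NOS3 (-0.027 to 0.70), TFAM (-0.30 to 0.24), NRF1 (-0.088 to 0.098) and POLRMT (-0.19 to 0.075). Scaling also reversed POLRMT under HT (0.0059 in DESeq2's Wald test and 0.0019 with DESeq2 size factors), DDX58 in the interaction (0.0029 with total counts) and TFAM in the interaction (0.0021 with DESeq2 size factors and 0.046 with total counts).

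Leaving out mtDNA-encoded genes could be run for Snc-OE only (363 DEGs). With 1 library of a pair left out, the lone library is assumed to vary like the other groups.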

Differences from the paper's values

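The paper gives 553 Snc-OE DEGs, 289 lower and 264 higher, against 360, 185 and 175 here. Among the alternatives set before the data were examined, DESeq2's Wald test gave 553, 289 and 264, the paper's values. DESeq2's likelihood-ratio test (551), the replicate block (562) and no filter beyond 1 count (503) also came within 1.5 times of each of the paper's counts. DESeq2 size factors in edgeR (357), at least 10 counts in every library (187), mtDNA-encoded genes left out (363), identifiers outside GENCODE left out (332, a setting chosen after the results were seen) and the limits of the methods (3759) did not. Total counts without TMM (362) and the fit without AAV-Ctrl replicate 1 (362) did so for the higher genes only (188 and 187), and no other fit with 1 library left out did (148 to 288). Of the paper's 553 entries, 516 are distinct names, 471 were tested here, all 471 had the paper's sign and 329 were DEGs.

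The paper states that 6 genes (ICAM1, ZFHX2, ABCA6, CSF1, PDE5A and RND1) passed a BH-adjusted threshold with Snc-KD under HT, and 0 did here. With the replicate block 5 of the 6 passed, all but ICAM1 (adjusted p = 0.138, against 2.2e-05 to 0.817 over all its alternatives). The DESeq2 Wald test gave 1, and DESeq2 size factors in edgeR, total counts and each fit with 1 library left out gave 0. In the paper's own supplementary table the adjusted p-values are 3.4e-05 for ICAM1, 0.122 for ZFHX2, 0.118 for ABCA6, 0.335 for CSF1, 0.0716 for PDE5A and 0.170 for RND1.

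The counts of Snc-KD DEGs differed by less than 1.5 times. The paper's values of 265 (160 lower, 105 higher) under NM and 732 (403 lower, 329 higher) under HT are those of DESeq2's likelihood-ratio test on genes with an adjusted p, a setting chosen after the values were seen. It kept all 265 and all 732 genes of the paper's tables in the paper's direction. That test without this restriction gave 276 and 784. The shared count in that setting was 119 in the same direction, and 120, as in the paper, when a gene of opposite direction is counted as well.

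The paper describes VCAM1 and MX2 as strongly suppressed by Snc-KD under both media. VCAM1 under NM fell by 0.57 on the log2 scale and was a DEG in 0 alternatives (-1.01 to -0.22). MX2 under NM fell by 2.16 and was not a DEG. It was one in DESeq2's Wald test (-2.14), with the replicate block (-2.10) and without NM Scr replicate 2 or NM LNA-S replicate 1. MX2 under HT fell by 3.33 and was not a DEG. It was one in DESeq2's Wald test (-3.35), with the replicate block (-3.37) and without HT Scr replicate 1. ICAM1 and DDX58 were DEGs in both media. The paper describes VCAM1 as induced by Snc-OE from RT-qPCR. In the RNA-seq counts it did not pass the filter, with counts of 174, 0 and 5 in the Snc-OE libraries, while ICAM1 rose by 3.69 on the log2 scale.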

Other observations

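The tests on LNA-S binding by gene medians, on depth and on GC content, length and level were chosen before their results were seen. The tests with shuffled targets, length-matched genes and Snc-OE, and those on LNA amount, other splits, induced genes and library size, were chosen after, and the test with unshared HT Scr libraries was chosen after the share was seen.

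LNA-S was searched against hg38. Its whole target is found on the strand opposite MT-RNR2, where a match needs no junction. The paper states that LNA-S lies on the chimeric junction, and the place of that junction was not checked here. No other gene body holds a full match on its sense strand. One hypothesis is that LNA-S binding to other transcripts lowers some genes. Genes with a sense site of up to 2 mismatches were lower with LNA-S, with a median log2 fold change of -0.12 under HT (400 genes) and -0.11 under NM (397 genes). With up to 1 mismatch, the medians were -0.44 (21 genes) and -0.53 (19 genes), and 28.6% and 21.1% of them were lower DEGs, against 3.62% and 1.40% of the others. Site genes are long, with a median body of 175 kb against 31.6 kb under HT, and the length of the gene bodies is a candidate cause. Of 99 shuffled targets, 2 gave site genes as low under HT and 2 under NM with up to 2 mismatches, and 0 with up to 1. Shuffled targets gave medians of -0.074 and -0.040, so length accounts for part of the shift and not for all of it. Against genes matched on length and level p was 0.0030 and 0.0009, and with up to 1 mismatch 0.0001, the smallest that 10000 draws can give. In the HT comparison of Scr cells, where no LNA-S was added, 16 of 99 shuffled targets were as low with up to 2 mismatches and 93 with up to 1. Sites of the Scr sequence were followed as well. Genes with such a site of up to 2 mismatches had medians of -0.094 under HT (140 genes) and -0.053 under NM (141 genes), so they were not raised by the comparison with Scr.

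A change of the same genes by SncmtRNA itself is another candidate. With Snc-OE the site genes had a median of -0.027, against -0.058 for matched genes, and 87 of 99 shuffled targets were as low, so they were not raised. This cannot be told apart from a weaker effect of Snc-OE on these genes. Sites account for few of the lower DEGs, 37 of 514 under HT and 30 of 212 under NM. LNA-S binding to the list's own transcripts is argued against for the interferon list, in which 0 of 48 genes tested under HT held a site. The inflammatory list held 1, and its median under HT was -0.48 without it. An indirect effect through site genes was not tested. The labels give 20 nM for Scr and 10 nM for LNA-S, and 0 LNA-S libraries had the Scr amount, so different LNA amounts in the Scr and LNA-S cells cannot be told apart from the sequence.

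Depth and gene properties were tested for the Snc-KD lists. The NM LNA-S libraries were deeper than the NM Scr libraries, and after thinning all 4 to 15645296 counts there were 280 DEGs and the interferon median was -0.77, as before. After removing the trend on GC content, length and level, the interferon median was -0.78 under NM and -1.24 under HT, and the cell cycle median under HT was 0.58. These argue against depth and gene properties as the whole cause. Without the replicate block, 1 library, HT Scr replicate 2, still sets most of the interferon median under HT (-0.069 without it). With the block and all libraries of the comparison the median was -1.19.

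HT in Scr cells, not the paper's own NM and HT comparison, gave 2243 DEGs (1029 higher, 1214 lower), with 0 at BH-adjusted p under 0.05 in edgeR's quasi-likelihood test, 2243 at p under 0.05 and 715 in DESeq2's Wald test. The count was 5774 without NM Scr replicate 1, 781 without HT Scr replicate 1 and 1227 without HT Scr replicate 2. VCAM1 (5.13), PDE5A (2.90) and SOD2 (2.54) were the higher genes with the smallest p, and THBD (-3.43), HSPA6 and PCLAF (-2.07) the lower ones. HSPA6 had raw counts of 43 and 38 under NM and 2 and 1 under HT, and PPARG 17 and 15 under NM and 2 and 1 under HT. NOS3 changed by -1.71 and ICAM1 by 2.31. TFAM changed by -0.41 and was a DEG only without NM Scr replicate 2 (-0.65). In limma's camera test over 31 list tests, the interferon list had a median of 0.60 (BH-adjusted p = 0.00601), the inflammatory list 1.20 (BH-adjusted p = 1.1e-24) and the cell cycle list -1.38 (BH-adjusted p = 4.2e-46). Of these 3, the inflammatory list passed under fry (0.00559) and with the estimated correlation (0.00669), and the others under neither (0.611 and 0.0543, 0.635 and 0.102). The endothelial list had a median of 0.32 (fry 0.427), the stromal list 0.64 (5 tested, fry 0.0258, estimated correlation 0.211) and the mitochondrial biogenesis list -0.37 (4 tested, BH-adjusted p = 0.0365 from limma's camera test, fry 0.00963, estimated correlation 0.144).

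Of 1029 genes higher with HT in Scr cells, 905 (87.9%) were lower with Snc-KD under HT. Both comparisons use the HT Scr libraries. With simulated unchanged libraries against the same HT Scr libraries the share was 65.7 to 68.2% in 20 simulations, so sharing alone gives part of it. Without NM Scr replicate 1 the share was 65.1%, and 15 of 20 simulations of that setting were as high (64.6 to 67.4%). With each HT Scr library used in 1 of the 2 comparisons only, the share was 48.3% of 609 genes when replicate 1 found the induced genes, and 79.0% of 385 genes when replicate 2 did. These 2 values lie too far apart to decide, so an effect of Snc-KD on the HT-induced genes and the shared HT Scr libraries cannot be told apart.

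Of 34 genes that were DEGs with both Snc-OE and Snc-KD under HT, 23 (67.6%) went in opposite directions (one-sided Fisher's exact test, p = 0.0450), and 48.1% of 27 did so without HT LNA-S replicate 1 (p = 0.751). The call was lost without any 1 of the AAV libraries (p of 0.0528 to 0.421 in the same exact test) and without HT Scr replicate 1 (0.126). It held with DESeq2's Wald test (72.6% of 62) and with no filter (69.4% of 49). The share was 81.8% without HT Scr replicate 2 and 72.3% without HT LNA-S replicate 2. With the replicate number as a block it was 80.7% of 171 (p = 3.7e-15 in the same exact test). For Snc-KD that block is only a check, since the labels name no shared batch.

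For Snc-OE, the real split of the 6 libraries gave 360 DEGs and the other 9 splits gave 0. The interferon, inflammatory and cell cycle medians were also the largest in size of the 10 splits (1 of 10 as large in each case, and 1 of the 4 that part all 3 pairs), so the splits alone cannot exclude chance, since 10 splits give no share under 0.1. The tests fitted across genes do not rest on these splits. Replicate 1 of both AAV groups stood apart on the second principal component (-45.9 and -80.7, against 9.53 to 50.7). Their totals lie within the range of the other 4 for 2 of 2 libraries, which argues against library size. No biological explanation was tested for it. CDK1 was at 38.9 CPM in AAV-Ctrl replicate 1 and at 2.90 and 3.74 in the other AAV-Ctrl libraries.

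The 37 mtDNA-encoded genes held 5.44, 6.62 and 6.33% of counts in AAV-Ctrl and 4.10, 4.01 and 4.64% with Snc-OE. Their median log2 fold change was -0.45 (30 of 37 lower, BH-adjusted p = 6.1e-06 from limma's camera test over 31 list tests, 0.00122 under fry and 0.0192 with the estimated correlation), with 2 genes at a BH-adjusted p under 0.05 over all genes tested and 10 adjusted over the list alone. Counts taken by induced genes would lower all other genes alike. With total counts as scaling, which does not center the genes, the median was -0.41 for these 37 genes and 0.049 for all genes, so genes as a whole were not lowered. With total counts the list passed under fry (0.00865) and not with the estimated correlation (0.0754). Whether the Snc-OE vector's own sequence changes the counting of MT-RNR2 was not tested. The mitochondrial biogenesis list had a median of -0.095 with Snc-OE (3 tested, BH-adjusted p = 0.841 from limma's camera test). The endothelial list had a median of -0.62 with Snc-OE (13 of 16 lower, BH-adjusted p = 6.1e-06 from limma's camera test), of 0.025 with Snc-KD under NM and of 0.058 under HT. The stromal list had medians of 0.14 under NM (7 tested) and -0.15 under HT (5 tested) with Snc-KD. ABCA6, one of the genes lower with Snc-KD, was also lower with Snc-OE, at -3.29 (BH-adjusted p = 0.0163), a call lost without Snc-OE replicate 2 (-2.99, BH-adjusted p = 0.0573) or replicate 3 (-3.34, BH-adjusted p = 0.0830). Over its alternatives the adjusted p ran from 3.5e-10 to 0.0830.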
